# Transcriptomic changes during TGF-β-mediated differentiation of airway fibroblasts to myofibroblasts

**DOI:** 10.1038/s41598-019-56955-1

**Published:** 2019-12-30

**Authors:** Erin Joanne Walker, Deborah Heydet, Timothy Veldre, Reena Ghildyal

**Keywords:** Cellular signalling networks, Experimental models of disease

## Abstract

Asthma is the most common chronic lung disease in children and young adults worldwide. Airway remodelling (including increased fibroblasts and myofibroblasts in airway walls due to chronic inflammation) differentiates asthmatic from non-asthmatic airways. The increase in airway fibroblasts and myofibroblasts occurs *via* epithelial to mesenchymal transition (EMT) where epithelial cells lose their tight junctions and are transdifferentiated to mesenchymal cells, with further increases in myofibroblasts occurring via fibroblast-myofibroblast transition (FMT). Transforming growth factor (TGF)-β is the central EMT- and FMT-inducing cytokine. In this study, we have used next generation sequencing to delineate the changes in the transcriptome induced by TGF-β treatment of WI-38 airway fibroblasts in both the short term and after differentiation into myofibroblasts, to gain an understanding of the contribution of TGF-β induced transdifferentiation to the asthmatic phenotype. The data obtained from RNAseq analysis was confirmed by quantitative PCR (qPCR) and protein expression investigated by western blotting. As expected, we found that genes coding for intermediates in the TGF-β signalling pathways (*SMAD*s) were differentially expressed after TGF-β treatment, *SMAD2* being upregulated and *SMAD3* being downregulated as expected. Further, genes involved in cytoskeletal pathways (*FN1, LAMA, ITGB1*) were upregulated in myofibroblasts compared to fibroblasts. Importantly, genes that were previously shown to be changed in asthmatic lungs (*ADAMTS1, DSP, TIMPs, MMPs*) were similarly differentially expressed in myofibroblasts, strongly suggesting that TGF-β mediated differentiation of fibroblasts to myofibroblasts may underlie important changes in the asthmatic airway. We also identified new intermediates of signalling pathways (PKB, PTEN) that are changed in myofibroblasts compared to fibroblasts. We have found a significant number of genes that are altered after TGF-β induced transdifferentiation of WI-38 fibroblasts into myofibroblasts, many of which were expected or predicted. We also identified novel genes and pathways that were affected after TGF-β treatment, suggesting additional pathways are activated during the transition between fibroblasts and myofibroblasts and may contribute to the asthma phenotype.

## Introduction

Asthma is the most common chronic lung disease in children and young adults worldwide and causes a significant burden on health systems as well as loss of productivity^1^. Asthma is a complex disease which is categorised and treated based on clinical characteristics^2^; the variability and lack of treatment response in steroid-resistant allergic asthma suggests this process is suboptimal. A deeper understanding of the molecular/cellular changes in asthma that underpin severity/refractoriness of disease are required to progress toward effective treatment strategies^3^.

Airway structural cells play a crucial role in asthma^3^, expressing inflammatory proteins and releasing mediators^4,5^ that lead to airway remodelling and aberrant responses to external stimuli. Airway remodelling (including increased fibroblasts, myofibroblasts and smooth muscle fibres in airway wall as a result of chronic inflammation) differentiates asthmatic from non-asthmatic airways^6^. The increase in airway fibroblasts and myofibroblasts occurs *via* epithelial to mesenchymal transition (EMT) wherein epithelial cells lose their tight junctions and are transdifferentiated to mesenchymal cells^7,8^ and *via* fibroblast to myofibroblast transition (FMT)^9^, with transforming growth factor (TGF)-β being the central EMT/FMT-inducing cytokine^8,9^. TGF-β is increased in asthmatic airways and further enhanced by infection-induced cytokines (e.g. tumour necrosis factor alpha (TNFα)^10,11^). We have shown that primary airway fibroblasts transdifferentiated to myofibroblasts in the presence of TGF-β have reduced ability to produce type-I interferons (IFNs)^12^. Importantly, glucocorticosteroids (GCS), the mainstay of current asthma treatment, have markedly reduced anti-inflammatory effects on myofibroblasts^13^, which may be at least in part, due to the increased levels of the inactive isoform of glucocorticoid receptor (GRβ) in myofibroblasts^14^. Together, this suggests that increased myofibroblasts that may have differentiated from fibroblasts due to the high levels of TGF-β in the asthmatic airways, may contribute to impaired innate responses that characterise severe, steroid resistant asthma.

In this study we have used the power of unbiased next generation sequencing to delineate the changes in the fibroblast transcriptome induced by TGF-β treatment in the short term and after differentiation into myofibroblasts. As expected, we found that genes that code for intermediates in the TGF-β signalling pathways were differentially expressed after treatment. Also, as expected, genes involved in cytoskeletal pathways were differentially expressed in myofibroblasts compared to fibroblasts. Importantly, several genes that were previously shown to be changed in asthmatic lungs were also differentially expressed in myofibroblasts, strongly suggesting that TGF-β mediated differentiation of fibroblasts to myofibroblasts may underlie important changes in the asthmatic airway. Importantly, our work builds on our previous work and provides further confirmation that the human lung fibroblast WI-38 cell line used in this study represents a good cell culture model to study aspects of asthma after myofibroblast transdifferentiation.

## Methods

### Cells and treatment

WI-38 normal lung fibroblast cells (ATCC) were grown in low-glucose Dulbecco’s Modified Eagle Medium (DMEM) (Sigma) supplemented with 10% foetal bovine serum (FBS) and antibiotics (penicillin, streptomycin, neomycin; Gibco), at 37 °C in an atmosphere of 5% CO_2_. Cells were seeded into T25 flasks and grown to confluence. When confluent, six flasks were treated with TGF-β (2 ng/mL) and the media changed in the remaining flasks (day 0). The following day (day 1) RNA was extracted from 5 treated and 5 untreated flasks. The cells in the remaining flasks (one each of treated and untreated) were used to seed 5 fresh flasks and maintained for 20 days, changing media +/− TGF-β every two days. The number of cells seeded on day 1 was carefully optimised to ensure that flasks would be ~90% confluent on day 20. On day 20 after treatment, RNA was extracted from 5 treated and 5 untreated flasks of cells.

Our previous work^14^ has shown that one day after treatment with TGF-β, WI-38 cells retain their fibroblast phenotype. Clear myofibroblast phenotype (>95% cells) is observed after 20 days of treatment, hence this endpoint (day 20) was used to study changes after transdifferentiation to myofibroblasts.

### Transdifferentiation of WI-38 cells

Transdifferentiation of fibroblasts to myofibroblasts was determined by immunofluorescence assays and western blotting for α-smooth muscle actin (αSMA) and vimentin, as previously demonstrated^14^. Cell expression of αSMA is a specific marker of fibroblast to myofibroblast transdifferentiation, while vimentin is a non-specific fibroblast and myofibroblast marker^15^.

WI-38 cells treated with TGF-β or left untreated were fixed in 4% formaldehyde at days 0, 1, 10 or 20 for 10 min and permeabilized with 0.5% Triton X-100 for 10 min. Cells were then incubated with antibodies to vimentin and αSMA (1:100) for 30 min at room temperature and bound antibodies detected by Alexa Fluor conjugated secondary antibodies (1:1000, 30 min; Life Technologies). Coverslips were mounted on slides in ProLong Gold reagent with DAPI (Life Technologies). Samples were examined under a Nikon Ti Eclipse confocal laser-scanning microscope (CLSM) with Nikon 60×/1.40 oil immersion lens (Plan Apo VC OFN25 DIC N2; optical section of 0.5 µm) and the NIS Elements AR software (Nikon Corporation, Japan).

WI-38 cells treated with TGF-β or left untreated, were lysed in RIPA lysis buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, with protease and phosphatase inhibitors) at day 1 or day 20. Lysates were electrophoresed on 10% SDS-PAGE and proteins transferred to nitrocellulose membranes. Cell lysates were subjected to SDS-polyacrylamide electrophoresis followed by transfer to nitrocellulose membranes in Tris-glycine-ethanol buffer (25 mM Tris HCl, 192 mM glycine, 20% ethanol). Blots were blocked for 1 h in Odyssey Blocking Buffer containing 0.1% Tween 20, prior to overnight incubation with primary antibodies (αSMA, ab7817, Abcam and vimentin, sc-5565, Santa Cruz Biotechnology) diluted in Odyssey Blocking Buffer containing 0.1% Tween 20 at 4 °C. Primary antibodies were detected using LI-COR IRDye Infrared Dye (1:15000) secondary antibodies. Blots were visualized using the Odyssey Fc Infrared Imager (LI-COR Biotechnology, NE, USA). Blots were also probed for expression of vinculin, ADAMTS1, SMAD7, RHEB, with tubulin being used as loading control.

### RNA extraction

RNA samples were collected on day 1 and day 20 after TGF-β treatment and 5 replicates were collected for treated/untreated samples at both time points. Media was removed from the flasks and cells washed with cold PBS. 1 mL of TRIzol was added to each flask to cover the cell monolayer, cells were scraped from the flask, transferred to a microcentrifuge tube and incubated at room temperature for 5 min. Next, 200 µL of chloroform was added and the samples vortexed for 15 sec, followed by incubation on ice for 2–3 min and centrifugation at 10,000 rpm for 15 min at 4 °C. The aqueous phase was removed into a new tube and an equal volume (~500 µL) of isopropanol was added. Samples were vortexed briefly then placed at −20 °C to allow RNA to precipitate overnight. The following day, samples were centrifuged at 10,000 rpm for 10 min at 4 °C. The supernatant was removed, and the RNA pellet was washed in 1 mL of 75% ethanol in DEPC water by centrifugation at 7500 rpm for 5 min at 4 °C. The pellet was air dried to remove residual ethanol and 30–50 µL of DEPC water was added, depending on pellet size. RNA quality was assessed using a Nanodrop instrument and Bioanalyzer 2100 (Agilent) and samples stored at −80 °C until required.

### RNA sequencing

Three RNA samples for each timepoint and treatment (12 samples in total) were selected based on quantity and quality of the collected RNA (RIN >9.5). The libraries were generated using the New England Biolabs Ultra Directional RNA library Prep Kit for Illumina following the manufacturer’s recommended protocol using 1 µg of total RNA. Library size distributions and concentrations were assessed using the Bioanalyzer 2100. Libraries were pooled in equimolar amounts to a final concentration of 2 ng/µL and stored at −20 °C until required. Sequencing was performed on an Illumina NextSeq. 500 using a Mid Output paired end format kit at the Ramaciotti Centre for Genomics, University of New South Wales.

### cDNA synthesis and real-time PCR

cDNA was synthesised using the High Capacity cDNA reverse transcription kit (Applied Biosystems) following the manufacturer’s instructions. Briefly, a 2x master mix was prepared containing 2x reverse transcription buffer, 8 mM dNTPs, 2x RT random primers and 50U MultiScribe reverse transcriptase. 10 µL of the 2x master mix was pipetted into each well. 1 µg of RNA was diluted to a final volume of 10 µL in DEPC water, then added to the master mix, to give a final volume of 20 µL. The reverse transcription reaction was performed using the following conditions: 25 °C for 10 min, 37 °C for 120 min, 85 °C for 5 min then hold at 4 °C. After cycling, 30 µL of DEPC water was added to each sample, and cDNA was stored at −20 °C until required.

To generate a standard curve for real-time PCR analysis, an equal volume from each sample was pooled. Standard 1 was generated by diluting the initial pool 1:10. The cDNA was then serially diluted 1:5 to generate standards 2–5. Samples for testing were diluted 1:50 prior to analysis. Real-time PCR reactions were performed using SsoAdvanced SYBR green supermix (Biorad). Mastermix containing SsoAdvanced SYBR green, forward and reverse primers to a final concentration of 300 nM and water to 16 µL was pipetted into each well. 4 µL of standard, sample or water was added to the appropriate wells. Plates were sealed, centrifuged at 1000 rpm for 1 min then cycled on a Biorad CFX96 using the following conditions: 98 °C for 30 sec, 40 cycles of 95 °C for 10 sec, 60 °C for 30 sec followed by a plate read, then one cycle of 95 °C for 10 sec followed by a melt curve from 60 °C to 95 °C at 0.5 °C increments with 0.5 sec dwell time and plate read.

All samples were amplified in duplicate and GAPDH was included as a loading control. Data were analysed using CFX Manager v3.1 (Bio-Rad), and are presented in arbitrary units relative to GAPDH. Primers were purchased from Sigma and the sequences are available on request.

### Data analysis

The resulting raw sequence data reads from RNA sequencing were trimmed using the Trimmomatic tool^16^ to ensure the highest quality sequences for mapping and differential expression analysis. The remaining high quality reads were mapped to the human reference genome (hg19) using the R package Rsubread^17^. Genes having less than 10 count-per-million reads (cpm) in half of the 48 samples were filtered out using the “edgeR” library. The R package limma^18,19^ was used for differential gene expression analysis, with multiple testing adjustments made using the Benjamini and Hochberg method^20^. Significant differentially expressed genes for a particular comparison were identified by selecting genes with a p-value < 0.01. Pathway analysis was performed using GeneGo.

GraphPad Prism v7 was used to assess differences in expression in real-time PCR results for different conditions. Statistical analysis was performed using two-way ANOVA followed by correction for multiple comparisons using Tukey’s test. Data were then grouped by treatment and time. Volcano plots of the data were generated with XLStat within Excel. Correlation between the RNASeq data and that obtained from real-time PCR for the same set of genes was assessed by XLStat within Excel and is represented as R^2^, the square of the Pearson’s correlation coefficient.

## Results

### TGF-β induced transdifferentiation

As we have shown previously^14^, TGF-β treatment of WI-38 fibroblast cell line over 20 days resulted in differentiation of the cell line to a myofibroblast phenotype as shown by the increased expression of αSMA (Fig. 1) compared to cells without TGF-β (compare lower band in lanes 3 and 4). Culture of WI-38 cells over 20 days with TGF-β had no effect on vimentin expression (compare higher band in lanes 2 and 4). The image of the full-length blot is provided in Supplementary Information (Fig. S1). Consistent with the western blot analysis and as we have shown previously^14^, indirect immunofluorescence showed that TGF-β treatment for 20 days induced fibroblast to myofibroblast transdifferentiation in WI-38 cells, indicated by the presence of positive αSMA staining in majority of the treated cells (Fig. S2, images in the middle column). No WI-38 cells were positive for αSMA after treatment for one day (images labelled Day 1) and only rare cells after treatment for 10 days (images labelled Day 10). WI-38 cells were positive for vimentin at all time points analysed (day 0, 1, 10, 20).

**Figure 1:**
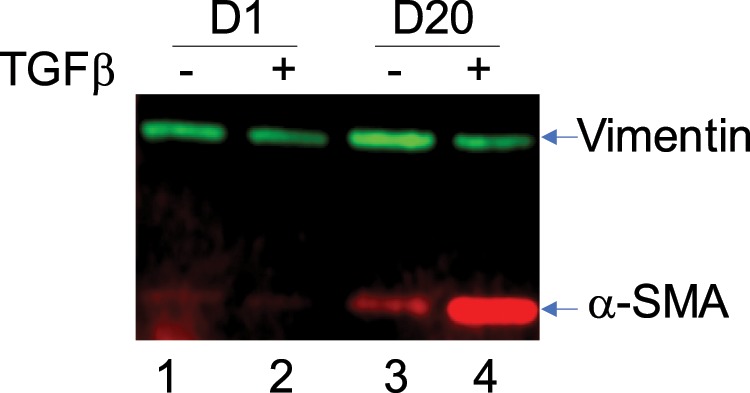
Culture of WI-38 cells in presence of TGF-β for 20 days leads to transdifferentiation. WI-38 cells were cultured in presence of TGF–β (2 ng/ml, indicated by ‘+’ above the lane) or left untreated (−) for 20 days. Cells were lysed on day 1 and day 20 and analysed for expression of vimentin and αSMA by western blotting as described in the Methods section. The specific bands are indicated.

### Differential gene expression summary

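RNA of WI-38 cells, a line of normal lung fibroblasts, was sequenced from flasks cultured without TGF-β or with 2 ng/mL TGF-β for 1 day (D1 and D1+ TGF-β) or 20 days (D20 and D20+ TGF-β). Libraries were made from 3 of the 5 flasks that gave RNA in each condition, so that n = 3 flasks per condition. By the paper's methods, the flasks of D20 and those of D20+ TGF-β were each seeded from 1 flask. Their spread thus holds no variation between parent cultures, and the p-values of comparisons with D20 flasks do not cover it. The authors trimmed the reads, mapped them to the human genome (GRCh37, also called hg19) and deposited the number of reads counted on each of 25702 genes, without normalization. They also deposited the log2 of counts scaled to a common library size, as voom writes it, for the genes left by their filter. Each of the 12 libraries had been read on 4 lanes, giving 48 columns of counts, and the lanes of a library were summed because they repeat the same RNA. Total counts per library were 11606028, 14770816 and 11620141 at D1 (median 11620141) and 8727546, 18286197 and 8674488 at D1+ TGF-β (median 8727546). At D20 the totals were 10555693, 13812696 and 17164119 (median 13812696), and at D20+ TGF-β they were 17651781, 9899382 and 10480674 (median 10480674). Genes with at least 10 cpm (counts per library on that common scale) in at least 6 of the 12 libraries were kept, which left 9490 of the 20434 genes with any count. Counts were scaled by library size and edgeR's TMM composition factors, and cpm are given on that scale as mean ± SD of the 3 flasks. Differences were tested with 1 fit to all 12 libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.01. With 3 flasks against 3, an exact permutation test of a single gene cannot give a p below 0.1, so none was used. Genes are listed by their NCBI Gene (Entrez) identifiers. The paper's text names neither the program that counted the reads nor its use of strand, so reads of genes that overlap on opposite strands are not known to be separated.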

Following quality control and mapping for all samples and prior to differential gene expression analysis, hierarchical clustering was performed using a matrix of Euclidean distances calculated from the mapped read counts for the 30 most highly expressed genes. 

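For the clustering, cpm of the 30 genes with the highest mean over the 12 libraries were used, FN1, MT-CO1, EEF1A1 and VIM among them. In each library, its own 30 genes with the most counts took between 11.7 and 14.6% of the counts. By Euclidean distance, 12 of the 12 libraries had a library of their own condition as the nearest. Complete linkage separated the libraries with TGF-β from those without it first. At 4 clusters, the D1 and D20 libraries stayed together, the D1+ TGF-β libraries formed a cluster, and D20+ TGF-β replicate 3 stood apart from replicates 1 and 2. On raw summed counts, the alternative that moved the result most, 8 of the 12 libraries were nearest to their own condition. On log2 values of the 30 genes, D1 replicate 2 was nearest to a D20 library and 11 libraries to their own condition, and the 4 clusters were the 4 conditions. On cpm without the mitochondrial genes, D1 replicate 2 was nearest to a D20 library as well. With the 500 most highly expressed genes on the log2 scale, 12 libraries were nearest to their own condition, the 4 clusters were the conditions as well, and the D20 libraries separated from all others first. The 13 protein genes of the mitochondrial genome took 3.77 ± 0.247% of counts at D1, 3.33 ± 0.0933% at D1+ TGF-β, 3.80 ± 0.124% at D20 and 3.38 ± 0.321% at D20+ TGF-β (SD, n = 3).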

The data in Fig. 2 show that the samples cluster primarily according to the time point and treatment, as expected. Volcano plots of the data showed that limited number of genes were significantly up or down regulated, with majority of the changes remaining within ±1 log fold change (Fig. 3).

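Of the 9490 genes, 1183 had an unadjusted p under 0.001 in the D1+ TGF-β vs D1 comparison, and 927 of these (78.4%) had a log2 fold change between −1 and 1. In the D20+ TGF-β vs D20 comparison the numbers were 2094 and 1586 (75.7%). In the D20+ TGF-β vs D1+ TGF-β comparison 2125 of 2619 genes (81.1%) lay within these limits, and in the D20 vs D1 comparison 2115 of 2743 (77.1%). Over all 9490 genes, the share within these limits was 97.0, 94.4, 94.6 and 93.2% in the 4 comparisons in this order. The share among genes with p under 0.001 moved most when the 48 lanes were entered as samples, which gave 92.2% for D1+ TGF-β vs D1, and it was lowest without the gene filter, at 62.8% for D20+ TGF-β vs D20. Outside the limits and with an adjusted p under 0.01 were 259, 517, 502 and 639 genes in the 4 comparisons in this order.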

**Figure 2:**
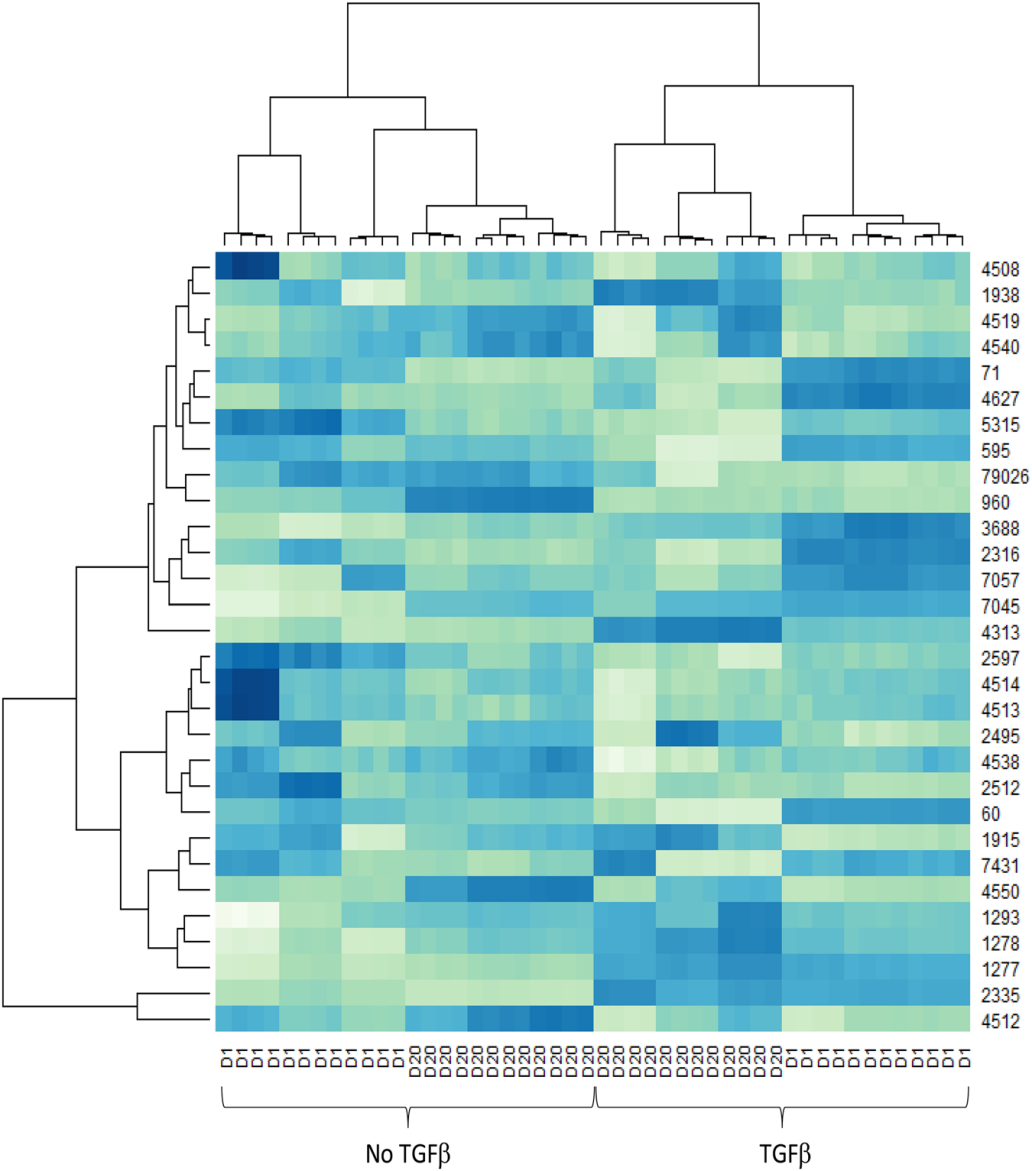
RNASeq samples cluster by treatment and timepoint. Hierarchical clustering of each sample was performed using the 30 most highly expressed genes. Samples with and without TGF-β are indicated (TGFβ, no TGFβ). D1 – day one after treatment, D20 – day 20 after treatment. Numbers on the right are gene ID numbers as found in the NCBI Gene database. Gradient from light to dark indicates the gene expression value, where dark blue represents higher expression and light green represents lower expression.

**Figure 3:**
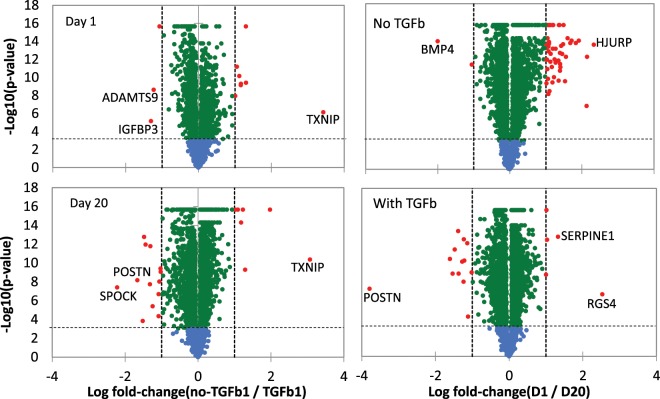
Volcano plots of RNASeq samples by treatment and timepoint. The negative log10 transformed p-values are plotted against log2 fold change. The comparisons are log fold change in no TGF-β vs TGF-β for day and day 20 of culture (plots on the left) and in day 1 vs day 20 without (no TGF-β) or with TGF-β (plots on the right). Log2 fold change = ±1 is indicated by dashed vertical lines. The horizontal dashed lines indicate p = 0.001. Blue dots indicate genes with p > 0.001, green dots indicate genes with p < 0.001, red dots indicate genes with p < 0.001, log2 fold change larger than ±1.0. Selected differentially expressed genes are labelled.

Differentially expressed genes were determined for the following comparisons: Day 1 with TGF-β versus D1 without TGF-β (D1+ TGF-β vs D1) – to detect gene expression changes that occur early after initial short term TGF-β treatment; Day 20 with TGF-β versus D20 without TGF-β (D20+ TGF-β vs D20) – to detect gene expression changes that occur over long term TGF-β treatment but that are not related to any changes that occur due to the length of time cells are being cultured; Day 20 with TGF-β versus D1 with TGF-β (D20+ TGF-β vs D1+ TGF-β) – to detect gene expression changes that occur after long term TGF-β treatment, above what may occur after short term treatment; Day 20 without TGF-β versus Day 1 without TGF-β (D20 vs D1) – to detect gene expression changes that occur due to cells being in culture long term. Using an adjusted p value (q value) cut off p < 0.01, and log2(fold change) <−2 or >2, 34 genes were identified in the D1+ TGF-β vs D1 comparison; 61 genes were identified in the D20+ TGF-β vs D20 comparison; 49 genes were identified in the D20+ TGF-β vs D1+ TGF-β comparison; and 126 genes were identified in the D20 vs D1 comparison. 

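With both thresholds, 37 genes passed in the D1+ TGF-β vs D1 comparison, 20 higher and 17 lower with TGF-β. In the D20+ TGF-β vs D20 comparison 67 genes passed, 38 higher and 29 lower with TGF-β. Between D20+ TGF-β and D1+ TGF-β the number was 54, with 37 genes higher and 17 lower at D20. Between D20 and D1 it was 135, with 25 genes higher and 110 lower at D20. The counts moved most when the gene filter was dropped, to 129, 378, 308 and 398 of 20434 genes. A test against a fold change of 4 itself passed 4, 13, 3 and 17 genes. Without a composition factor, the D1+ TGF-β vs D1 comparison gave 33 genes, 14 higher and 19 lower. Without D20+ TGF-β replicate 3, the D20+ TGF-β vs D1+ TGF-β comparison gave 84 genes.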

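The 10 genes that Table 1 gives for each comparison were looked up, and each was called, with a log2 fold change past 2 in size, in its comparison. By the size of the log2 fold change among called genes, 8 of the 10 genes of the D1+ TGF-β vs D1 comparison, 9 for D20+ TGF-β vs D20, 7 for D20+ TGF-β vs D1+ TGF-β and 9 for D20 vs D1 were among the first 10. Thioredoxin-interacting protein (TXNIP, Entrez 10628), on chromosome 1 from 145438490 to 145442635 on the plus strand, went from 64.7 ± 6.01 cpm at D1 to 5.49 ± 0.520 cpm at D1+ TGF-β (log2 fold change −3.58, standard error 0.18, edgeR adjusted p = 2.97e-08). At D20 it was 124 ± 25.3 cpm and at D20+ TGF-β 3.31 ± 0.812 cpm (log2 fold change −5.27, standard error 0.19, edgeR adjusted p = 5.44e-10). IGFBP3 (Entrez 3486; chromosome 7 from 45951844 to 45961473 on the minus strand) was 358 ± 67.4 cpm at D1+ TGF-β and 22.1 ± 7.96 cpm at D1 (log2 fold change 4.04, standard error 0.22, edgeR adjusted p = 6.32e-08). Periostin (POSTN, Entrez 10631; chromosome 13 from 38136720 to 38172981 on the minus strand) was 2498 ± 304 cpm at D20+ TGF-β, 250.5 ± 21.1 cpm at D20 (log2 fold change 3.32, standard error 0.24, edgeR adjusted p = 2.20e-07) and 465 ± 61.0 cpm at D1+ TGF-β (log2 fold change 2.43, standard error 0.23, edgeR adjusted p = 4.12e-06). Between D20 and D1, HJURP (Entrez 55355; chromosome 2 from 234742062 to 234763212 on the minus strand), overlapped on the opposite strand by MROH2A, fell by 3.45 on the log2 scale (edgeR adjusted p = 3.23e-08), from 48.1 ± 3.98 to 4.47 ± 0.862 cpm. For these 4 genes every flask of one condition lay above every flask of the other, which 10% of genes show by chance with 3 flasks against 3. Table 1 also lists SPOCK1 (Entrez 6695), A2M (2) and ADAMTS19 (171019) for D20+ TGF-β vs D20, with log2 fold changes of 3.45, −4.63 and −4.11 (edgeR adjusted p = 1.12e-10, 1.97e-07 and 7.40e-09) and without overlap of flasks. A2M is overlapped on the opposite strand by A2M-AS1 and ADAMTS19 by ADAMTS19-AS1. In D1+ TGF-β vs D1, ADAMTS9 (Entrez 56999), overlapped by ADAMTS9-AS1 and ADAMTS9-AS2, had a log2 fold change of −2.73 (standard error 0.54, edgeR adjusted p = 0.00255) and DLL4 (54567) one of −2.90 (standard error 0.58, edgeR adjusted p = 0.00275), lower in 3 of 3 treated flasks. The call of ADAMTS9 was lost without D1+ TGF-β replicates 1 or 2 (adjusted p = 0.0129 and 0.0248), in a range of 2.15e-10 to 0.0248 over the 23 alternatives. The call of DLL4 was lost with limma-voom on the 12 libraries (adjusted p = 0.0158) and without D1+ TGF-β replicates 1, 2 or 3 (0.0126, 0.0222 and 0.0128), in a range of 6.44e-08 to 0.0222 over the 23 alternatives. For DLL4, the log2 fold change was −1.75 without D1 replicate 2.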

The top 10 differentially expressed genes (sorted by most upregulated to most downregulated) for each comparison are shown in Table 1.

**Table 1:** Top 10 differentially expressed genes for each of the four treatment comparisons.

D1+ TGFβ vs D1	logFC	D20+ TGFβ vs D20	logFC	D20+ TGFβ vs D1+ TGFβ	logFC	D20 vs D1	logFC
IGFBP3	4.15	TXNIP	−5.18	RASL12	3.75	HJURP	−3.42
TXNIP	−3.57	A2M	−4.70	ADAMTS5	3.64	TTK	−3.32
AMIGO2	3.53	ADAMTS19	−4.13	ADAMTS9	3.62	SKA1	−3.30
ADAMTS9	−2.73	LZTS1	−3.53	RGS4	−3.32	AURKB	−3.28
HSD17B2	−2.59	SPOCK1	3.45	FAM43A	3.05	BMP4	3.27
SEMA7A	2.57	GPX3	−3.41	ALDH1A3	2.91	KIF18B	−3.27
DLL4	−2.54	POSTN	3.33	MXRA5	2.88	SKA3	−3.21
NPTX1	−2.52	ARRDC4	−3.04	SLC40A1	2.84	NEK2	−3.21
RASL12	−2.52	ANKRD33B	−2.92	SLC7A14	2.73	CDC20	−3.21
SERPINE2	2.42	WFDC1	−2.86	SERPINE1	−2.72	MKI67	−3.17

### Pathway analysis reveals pathways altered after TGF-β treatment

Specific pathways that were altered by TGF-β treatment were identified by pathway analysis. The top pathway maps for the D20+ TGF-β vs D20 comparison, representing long term TGF-β-initiated changes in gene expression, included cytoskeleton remodelling (including TGF-β and wingless-type mouse mammary tumour virus (*WNT*) remodelling), cell adhesion pathways (including chemokines and adhesion, and integrin-mediated cell adhesion and migration), the epidermal growth factor receptor (*EGFR*) signalling pathway and regulation of eukaryotic initiation factor 4 F (*EIF4F*) activity. 

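The pathway maps are a curated resource that is not part of the deposited data, so their enrichment was not computed again, and single genes of the maps were examined instead. Among the genes the paper places in maps of interest, CDKN2B, FN1, LAMA1, LAMA4, MMP1, SMAD2, SMAD3, VCL, TIMP1, CSNK2B, ITGB1 and RHEB were looked up. Of these 12 genes, 8 were called in the D20+ TGF-β vs D20 comparison, 5 higher and 3 lower with TGF-β, and 4 were not called. CDKN2B and MMP1 were the 2 with a log2 fold change past 2. The paper picked its targets in part for a difference between D20+ TGF-β and D20 in these same data. The number called is thus raised by that choice and does not test the maps.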

The top 10 pathways are shown in Table 2.

**Table 2:** Top 10 pathways for D20+ TGFβ vs D20 samples.

	Pathway Maps	Total # genes	# genes in data	pValue
1	Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling	111	74	3.934E-29
2	Cytoskeleton remodeling_Cytoskeleton remodeling	102	67	6.556E-26
3	Cell adhesion_Chemokines and adhesion	100	58	9.719E-19
4	Immune response_Oncostatin M signaling via MAPK in human cells	37	29	3.477E-15
5	Immune response_Oncostatin M signaling via MAPK in mouse cells	35	27	6.413E-14
6	Development_EGFR signaling pathway	71	41	1.523E-13
7	Cell cycle_The metaphase checkpoint	36	27	2.115E-13
8	Cell adhesion_Integrin-mediated cell adhesion and migration	48	32	2.588E-13
9	Cell adhesion_Role of tetraspanins in the integrin-mediated cell adhesion	37	27	6.455E-13
10	Translation_Regulation of EIF4F activity	53	33	1.942E-12

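Of 12 genes that the paper places in maps of interest (CDKN2B, FN1, LAMA1, LAMA4, MMP1, SMAD2, SMAD3, VCL, TIMP1, CSNK2B, ITGB1 and RHEB), 7 were called between D20+ TGF-β and D1+ TGF-β. Of the 7, 3 were higher and 4 lower at D20+ TGF-β, and 0 had a log2 fold change past 2 in size. As the genes were picked in part from these same data, this number does not test the maps either.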

The top pathway maps for D20+ TGF-β vs D1+ TGF-β comparison, to detect long term changes in response to TGF-β treatment, above what is seen after the initial 24 hours of treatment, included cytoskeleton remodelling (including TGF-β and *WNT* remodelling), cell adhesion pathways (including chemokines and adhesion, and integrin-mediated cell adhesion and migration) regulation of *EIF4F* activity and intermediates in the signalling pathways for protein kinase B (PKB) and phosphatase and tensin homolog (PTEN). The top 10 pathways are shown in Table 3.

**Table 3:** Top 10 pathways for D20+ TGFβ vs D1+ TGFβ samples.

	Pathway Maps	Total # genes	# genes in data	pValue
1	Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodelling	111	81	6.586E-31
2	Cytoskeleton remodeling_Cytoskeleton remodeling	102	74	4.251E-28
3	Cell adhesion_Chemokines and adhesion	100	62	7.474E-18
4	Transport_Clathrin-coated vesicle cycle	71	45	2.746E-13
5	Cell adhesion_Integrin-mediated cell adhesion and migration	48	35	4.660E-13
6	Translation_Regulation of EIF4F activity	53	37	5.199E-13
7	Cell cycle_Influence of Ras and Rho proteins on G1/S Transition	53	37	5.199E-13
8	Signal transduction_AKT signaling	43	32	1.766E-12
9	Signal transduction_PTEN pathway	46	33	3.282E-12
10	Development_WNT signaling pathway. Part 2	53	36	3.282E-12

### RNASeq analysis is confirmed by real-time PCR

We next chose a series of targets within the identified pathways for confirmation testing. A number of genes were identified in multiple pathways, and details of the genes found in each pathway as identified in the initial RNASeq analysis are shown in Table 4. The target list included genes that showed significant differences in expression between D20 and D20+ TGF-β, as the main focus of this study was to identify changes that occur after TGF-β induced transdifferentiation. Details of the log fold change and adjusted p-values of comparisons between D20 +TGF-β vs D20 for genes included in the confirmation testing are shown in Table 5. Details of the log fold change and adjusted p-values of comparisons between D20+ TGF-β vs D1+ TGF-β for genes included in the confirmation testing are shown in Table 6.

**Table 4:** Biological pathways in which gene expression is significantly altered with TGF-β treatment.

Biological pathway	Genes from this study in pathway
Translation_Regulation of EIF4F activity	RHEB
Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling	FN1, VCL, RHEB, LAMA1, CSNK2B, CDKN2B, SMAD2, SMAD3
Cell adhesion_Chemokines and adhesion	ITGB1, FN1, VCL, LAMA1, LAMA4, MMP1
Cell adhesion_Integrin-mediated cell adhesion and migration	ITGB1, FN1, VCL, LAMA1
Cell adhesion_Role of tetraspanins in the integrin-mediated cell adhesion	ITGB1, FN1, VCL
Immune response_Oncostatin M signaling via MAPK in human cells	LDLR, TIMP1
Signal transduction_AKT signaling	RHEB
Signal transduction_PTEN pathway	ITGB1, RHEB

**Table 5:** Data summary from RNASeq analysis – D20+ TGFβ vs D20.

Gene Symbol	Gene Name	LogFC	Adjusted p value
**Up-regulated genes**			
CDKN2B	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	2.424	5.22E-26
FN1	fibronectin 1	1.956	6.05E-36
LAMA1	laminin, alpha 1	1.117	2.50E-24
MMP1	matrix metallopeptidase 1	2.436	3.49E-27
**Down-regulated genes**			
LAMA4	laminin, alpha 4	−1.698	4.33E-31
SMAD3	SMAD family member 3	−1.849	6.41E-28

**Table 6:** Data summary from RNASeq analysis – D20+ TGFβ vs D1+ TGFβ.

Gene Symbol	Gene Name	LogFC	Adjusted p value
CDKN2B	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	1.009	8.38E-15
FN1	fibronectin 1	0.203	0.001
LAMA1	laminin, alpha 1	0.398	7.28E-09
MMP1	matrix metallopeptidase 1	1.443	6.15E-18
LAMA4	laminin, alpha 4	−0.554	5.63E-11
SMAD3	SMAD family member 3	—	—

For each target gene shown in Table 4, all 5 replicate RNA samples were included in the real-time PCR analysis and samples were analysed in duplicate. Data for each gene are shown in Fig. 4 and represented relative to GAPDH. 

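GAPDH (Entrez 2597) lies on chromosome 12 from 6643678 to 6647540 on the plus strand, with an unnamed transcript annotated on the opposite strand. Its log2 cpm was 12.05 ± 0.08 at D1, 11.80 ± 0.02 at D1+ TGF-β, 11.85 ± 0.06 at D20 and 11.69 ± 0.08 at D20+ TGF-β (SD, n = 3 flasks each). The range of the 4 condition means was 0.36 on the log2 scale (edgeR's quasi-likelihood F-test over the 4 conditions, adjusted p = 0.00406), and it was larger than the SD of any condition. Leaving out D20+ TGF-β replicate 2 moved the range most, to 0.32. The adjusted p passed 0.01 without D1 replicate 1 (0.0114), D1 replicate 3 (0.0150), D1+ TGF-β replicate 2 (0.0101), D20 replicate 1 (0.0107) or D20+ TGF-β replicate 2 (0.0116), in a range of 0.00117 to 0.0150. Between single conditions, GAPDH had a log2 fold change of −0.26 (standard error 0.08, edgeR adjusted p = 0.0240) for D1+ TGF-β vs D1 and of −0.16 (adjusted p = 0.0980) for D20+ TGF-β vs D20, lower in 3 of 3 treated flasks than in every untreated flask. The D1 difference was called with DESeq2, limma-voom with the 48 lanes as samples and no composition factor (adjusted p = 0.00144, 4.03e-12 and 0.00667) and without D1 replicate 2 (0.00705), in a range of 4.03e-12 to 0.0962 over the 23 alternatives. The D20 difference was called with limma-voom with the 48 lanes as samples (adjusted p = 1.41e-06), in a range of 1.41e-06 to 0.274 over the 23 alternatives.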

GAPDH was chosen as reference as analysis of RNASeq data showed that GAPDH was stably expressed across replicates and at different time points (Fig. S3). We analysed the genes for differences in expression between D20+ TGF-β and D1+ TGF-β and compared the real-time PCR results (Fig. 4) to the RNASeq results (Table 5).

**Figure 4:**
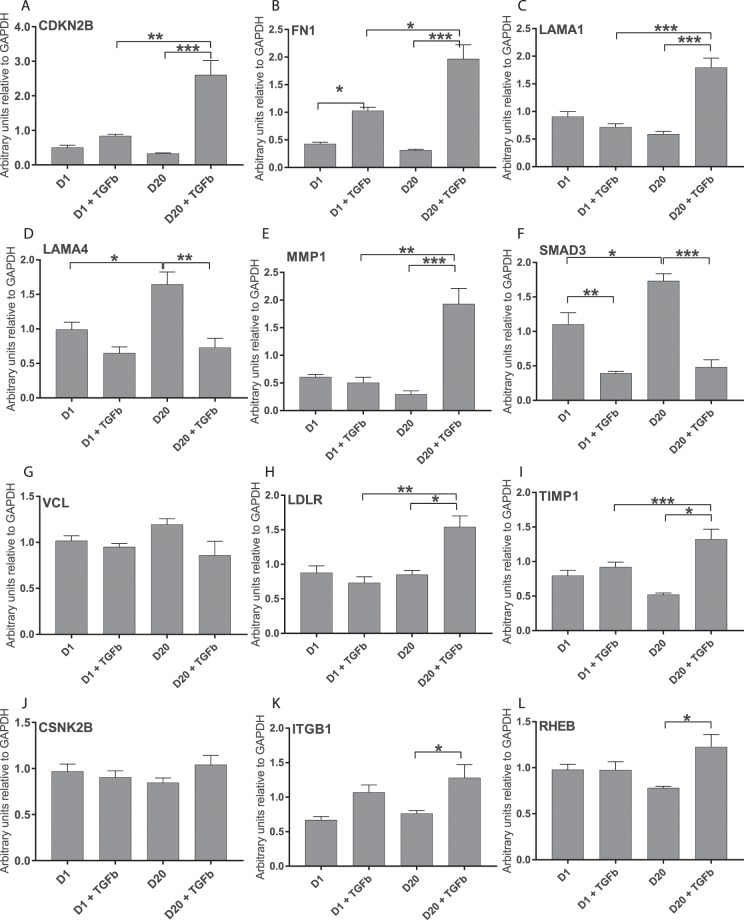
Real-time PCR confirmation of RNASeq results. Real-time PCR was performed on 5 samples for each of the treatment times, Day 1 (D1), D1+ TGFβ, D20 and D20+ TGFβ for a series of genes. Graphs show the number of arbitrary units relative to GAPDH expression for: (**A**) CDKN2B, (**B**) FN1, (**C**) LAMA1, (**D**) LAMA4, (**E**) MMP1, (**F**) SMAD3, (**G**) VCL, (**H**) LDLR, **(I**) TIMP1, (**J**) CSNK2B, (**K**) ITGB1, **(L**) RHEB. Mean ± SEM are shown for each set, *p < 0.05, **p < 0.01, ***p < 0.001.

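CDKN2B (Entrez 1030) lies on chromosome 9 from 22002902 to 22009304 on the minus strand, where CDKN2B-AS1 overlaps it on the opposite strand. FN1 (Entrez 2335) lies on chromosome 2 from 216225163 to 216300796 on the minus strand, and LAMA1 (Entrez 284217) on chromosome 18 from 6941741 to 7117796 on the minus strand, with unnamed transcripts on the opposite strand. MMP1 (Entrez 4312) lies on chromosome 11 from 102660132 to 102668891 on the minus strand. CDKN2B was 82.0 ± 18.1 cpm at D20+ TGF-β and 15.3 ± 1.28 cpm at D20 (log2 fold change 2.42, standard error 0.16, edgeR adjusted p = 1.24e-07). FN1 was 28149 ± 4534 cpm at D20+ TGF-β and 7262 ± 363 cpm at D20 (log2 fold change 1.95, standard error 0.13, edgeR adjusted p = 1.57e-07). LAMA1 was 183 ± 17.1 cpm at D20+ TGF-β and 84.8 ± 4.71 cpm at D20 (log2 fold change 1.11, standard error 0.11, edgeR adjusted p = 3.47e-06). MMP1 was 1228 ± 301 cpm at D20+ TGF-β and 230.3 ± 52.1 cpm at D20 (log2 fold change 2.42, standard error 0.23, edgeR adjusted p = 2.76e-06). Each of the 4 genes was higher in every D20+ TGF-β flask than in every D20 flask, and 10% of genes show such a separation, in either direction, by chance. Each was called under the 23 alternatives, and the log2 fold change that moved most was that of MMP1, between 2.22 and 2.61.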

The first seven genes (cyclin-dependent kinase 4 inhibitor B (CDKN2B), fibronectin 1 (*FN1*), laminin subunit alpha 1 (*LAMA1*), laminin subunit alpha 4 (*LAMA4*), matrix metalloproteinase 1 (*MMP1*), *SMAD3* (Smad proteins are homologues of the Drosophila protein, mothers against decapentaplegic (*Mad*) and the *Caenorhabditis elegans* protein Sma), vinculin (*VCL*)) showed highly significant differences (p < 1 × 10^−20^) in gene expression between D20+ TGF-β and D20 samples, as detected by RNASeq analysis. *CDKN2B*, *FN1*, *LAMA1* and *MMP1* were upregulated, while *LAMA4*, *SMAD3* and *VCL* were downregulated in D20+ TGF-β vs D20 samples. 

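LAMA4 (Entrez 3910) lies on chromosome 6 from 112429134 to 112576141 on the minus strand, with LAMA4-AS1 on the opposite strand, and SMAD3 (Entrez 4088) on chromosome 15 from 67356101 to 67487511 on the plus strand. VCL (Entrez 7414) lies on chromosome 10 from 75754951 to 75881121 on the plus strand, and AP3M1 overlaps it on the opposite strand. LAMA4 was 194 ± 40.4 cpm at D20+ TGF-β and 628 ± 52.3 cpm at D20 (log2 fold change −1.69, standard error 0.13, edgeR adjusted p = 5.66e-07). SMAD3 was 139 ± 35.1 cpm at D20+ TGF-β and 497 ± 13.4 cpm at D20 (log2 fold change −1.84, standard error 0.17, edgeR adjusted p = 2.22e-06). VCL was 588 ± 12.3 cpm at D20+ TGF-β and 950.2 ± 14.2 cpm at D20 (log2 fold change −0.69, standard error 0.07, edgeR adjusted p = 4.22e-06). For each of the 3 genes, the D20+ TGF-β flasks all lay below the D20 flasks, a separation that 10% of genes show by chance in either direction, and each call held under the 23 alternatives.

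**Figure D1:**
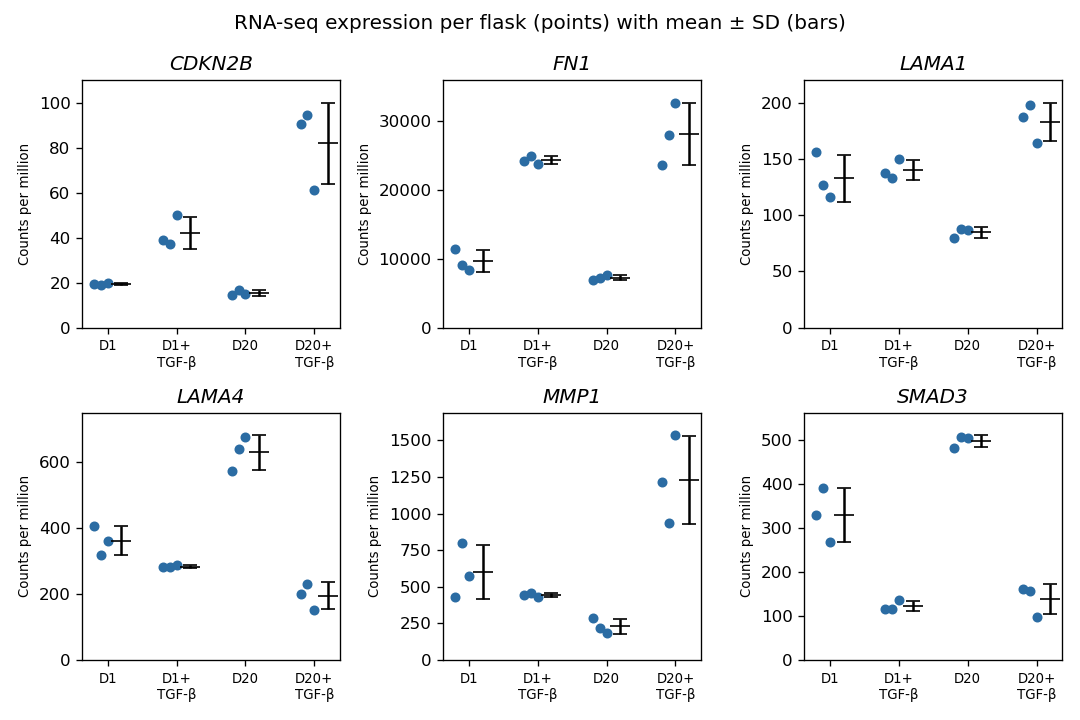
Expression of CDKN2B, FN1, LAMA1, LAMA4, MMP1 and SMAD3 in cpm (vertical axis, from 0) in the 4 conditions; points are the 3 flasks of a condition and bars the mean ± SD. The 3 D20+ TGF-β flasks lie above the 3 D20 flasks for CDKN2B, FN1, LAMA1 and MMP1 and below them for LAMA4 and SMAD3.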

The real-time PCR results confirmed a significant difference (p < 0.005) in gene expression between D20+ TGF-β and D20 samples for *CDKN2B*, *FN1*, *LAMA1*, *LAMA4*, *MMP1* and *SMAD3* (Fig. 4A–F); the direction of the fold change was maintained. No significant difference in *VCL* gene expression was detected in the confirmation real-time PCR (Fig. 4G), however the direction of the fold change (D20+ TGF-β had lower levels of RNA compared to D20) was maintained.

The next 2 genes (low density lipoprotein receptor (*LDLR*) and tissue inhibitor of metalloproteinases metallopeptidase inhibitor 1 (*TIMP1*) showed moderately significant upregulation (p < 1 × 10^−5^) in gene expression between D20+ TGF-β and D20 samples, as detected by RNASeq analysis and a significant upregulation at D20+ TGF-β vs D20 by real-time PCR (Fig. 4H,I).

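TIMP1 (Entrez 7076) lies on chromosome X from 47441807 to 47446188 on the plus strand, overlapped on the opposite strand by SYN1. TIMP1 was 957 ± 230.3 cpm at D20+ TGF-β and 641 ± 34.9 cpm at D20 (log2 fold change 0.58, standard error 0.15, edgeR adjusted p = 0.00637). It was higher in 3 of 3 D20+ TGF-β flasks than in every D20 flask. The call of TIMP1 was lost with limma on the deposited log2 values and only the 6 libraries of the comparison (adjusted p = 0.0105 and 0.0175) and without D1+ TGF-β replicates 1, 2 or 3 (0.0106, 0.0105 and 0.0103) or without D20 replicates 1, 2 or 3 (0.0269, 0.0200 and 0.0188) or without D20+ TGF-β replicates 1 or 2 (0.0311 and 0.0297), in a range of 7.02e-10 to 0.0311 over the 23 alternatives.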

The next 3 genes (casein kinase II subunit beta (*CSNK2B*), integrin beta 1 (*ITGB1*) and Ras homolog enriched in brain (*RHEB*)) were included as they were identified in pathways of interest. All three genes showed low levels of significant differences (p < 1 × 10^−3^) in gene expression between D20+ TGF-β and D20 samples, as detected by RNASeq analysis. *CSNK2B* was downregulated, while *ITGB1* and *RHEB* were upregulated in D20+ TGF-β vs D20 samples. 

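CSNK2B (Entrez 1460) lies on chromosome 6 from 31633004 to 31638120 on the plus strand, where LY6G5B overlaps it on the same strand and GPANK1 on the other. ITGB1 (Entrez 3688) lies on chromosome 10 from 33176201 to 33294720 on the minus strand, with ITGB1-DT on the opposite strand, and RHEB (Entrez 6009) on chromosome 7 from 151163098 to 151217206 on the minus strand. CSNK2B was 96.9 ± 6.70 cpm at D20+ TGF-β and 108 ± 1.49 cpm at D20 (log2 fold change −0.15, standard error 0.07, edgeR adjusted p = 0.114). ITGB1 was 3176 ± 91.9 cpm at D20+ TGF-β and 2983 ± 103 cpm at D20 (log2 fold change 0.09, standard error 0.08, edgeR adjusted p = 0.368). RHEB was 93.7 ± 12.3 cpm at D20+ TGF-β and 84.4 ± 3.51 cpm at D20 (log2 fold change 0.15, standard error 0.09, edgeR adjusted p = 0.223). The D20+ TGF-β flasks lay below the D20 flasks for CSNK2B, while for ITGB1 and RHEB the flasks of both conditions overlapped. The 3 genes were called only with limma-voom and the 48 lanes as samples (adjusted p = 0.00578 for CSNK2B, 5.51e-04 for ITGB1 and 0.00822 for RHEB), and the largest adjusted p over the 23 alternatives were 0.364, 0.540 and 0.716.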

No significant difference in gene expression between D20+ TGF-β and D20 samples was identified for *CSNK2B*, however a significant upregulation was seen for *RHEB* and *ITGB1* (Fig. 4J–L).

We next analysed the same cohort of genes for any differences in expression between D20+ TGF-β and D1+ TGF-β and compared the real-time PCR results (Fig. 4) to the RNASeq results (Table 6). 

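Between D20+ TGF-β and D1+ TGF-β, VCL (Entrez 7414, overlapped on the opposite strand by AP3M1) had a log2 fold change of −0.49 (standard error 0.07, edgeR adjusted p = 7.02e-05), with 826 ± 27.5 cpm at D1+ TGF-β. It was lower in 3 of 3 D20+ TGF-β flasks than in every D1+ TGF-β flask. Over the 23 alternatives the log2 fold change stayed between −0.53 and −0.45 and the adjusted p between 2.04e-23 and 7.99e-04.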

There was only one gene, *VCL*, that showed a highly significant difference (p < 1 × 10^−20^) in gene expression between D20+ TGF-β and D1+ TGF-β samples in the RNASeq data, though the logFC detected by RNASeq was small at −0.483. The real-time PCR results show no significant difference in expression between these samples for *VCL* (Fig. 4G).

Of the genes demonstrating moderately significant differences (p < 1 × 10^−5^) in gene expression between D20+ TGF-β and D1+ TGF-β in the RNASeq data, namely *CDKN2B, LAMA1, LAMA4, MMP1, LDLR, CSNK2B* and *ITGB1*, only *CDKN2B*, *LAMA1*, *MMP1* and *LDLR* showed a significant difference in these samples by real-time PCR (Fig. 4A,C,E,H). 

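From D1+ TGF-β to D20+ TGF-β, the log2 fold change was 0.97 (standard error 0.15, edgeR adjusted p = 1.39e-04) for CDKN2B and 1.47 (standard error 0.22, edgeR adjusted p = 1.26e-04) for MMP1. It was 0.39 (standard error 0.11, edgeR adjusted p = 0.00796) for LAMA1. LAMA4 had a log2 fold change of −0.54 (standard error 0.13, edgeR adjusted p = 0.00393), CSNK2B of −0.29 (standard error 0.07, edgeR adjusted p = 0.00481) and ITGB1 of −0.31 (standard error 0.08, edgeR adjusted p = 0.00407). The levels at D1+ TGF-β were 42.1 ± 7.13 cpm for CDKN2B, 444 ± 14.5 for MMP1, 140.4 ± 8.98 for LAMA1, 283 ± 4.37 for LAMA4, 119 ± 1.60 for CSNK2B and 3947 ± 189.7 for ITGB1 (SD, n = 3). The flasks of both conditions did not overlap for any of the 6 genes, which 10% of genes show by chance. The calls of CDKN2B and MMP1 held under the 23 alternatives. The call of LAMA1 was lost with limma on the deposited log2 values, the filterByExpr filter and counts thinned to the smallest library (adjusted p = 0.0108, 0.0144 and 0.0105) and without D1+ TGF-β replicates 1, 2 or 3 (0.0307, 0.0396 and 0.0112) or without D20 replicates 1, 2 or 3 (0.0102, 0.0123 and 0.0125) or without D20+ TGF-β replicates 1 or 2 (0.0259 and 0.0391), in a range of 7.28e-09 to 0.0396 over the 23 alternatives. The call of LAMA4 was lost without D1+ TGF-β replicates 1, 2 or 3 (adjusted p = 0.0127, 0.0137 and 0.0144) or without D20+ TGF-β replicate 1 (adjusted p = 0.0120), in a range of 5.64e-11 to 0.0144 over the 23 alternatives. The call of CSNK2B was lost with no composition factor and counts thinned to the smallest library (adjusted p = 0.0111 and 0.0115) and without D1+ TGF-β replicates 1, 2 or 3 (0.0202, 0.0170 and 0.0131) or without D20+ TGF-β replicates 1 or 2 (0.0109 and 0.0291), in a range of 8.93e-08 to 0.0291 over the 23 alternatives. The call of ITGB1 was lost without D1+ TGF-β replicates 1 or 2 (adjusted p = 0.0168 and 0.0254) or without D20+ TGF-β replicates 1 or 2 (adjusted p = 0.0135 and 0.0108), in a range of 3.54e-15 to 0.0254 over the 23 alternatives.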

The remaining genes, *LAMA4*, *CSNK2B*, and *ITGB1*, showed no significant difference between D20+ TGF-β and D1+ TGF-β samples. 

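FN1 had a log2 fold change of 0.21 (standard error 0.13, edgeR adjusted p = 0.194) between D20+ TGF-β and D1+ TGF-β, with 24354 ± 598 cpm at D1+ TGF-β, and the flasks of both conditions overlapped. RHEB was 110.4 ± 3.36 cpm at D1+ TGF-β and lower in 3 of 3 D20+ TGF-β flasks (log2 fold change −0.24, standard error 0.09, edgeR adjusted p = 0.0499). By the adjusted p under 0.01, neither gene was called. FN1 was called with limma-voom with the 48 lanes as samples (adjusted p = 0.00106), in a range of 0.00106 to 0.576 over the 23 alternatives. The log2 fold change of FN1 lay between 0.09 and 0.33 over these. RHEB was called with limma-voom with the 48 lanes as samples (adjusted p = 6.32e-05) and without D20+ TGF-β replicate 3 (0.00597), in a range of 6.32e-05 to 0.210 over the 23 alternatives. Leaving out that replicate gave RHEB a log2 fold change of −0.34.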

There were two genes that showed a low level of significance (p < 1 × 10^−3^) between D20+ TGF-β and D1+ TGF-β samples in the RNASeq analysis, *FN1* and *RHEB*. Of these genes the real-time PCR detected a significant difference in gene expression only for *FN1* (Fig. 4B).

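SMAD3 (Entrez 4088) was 123 ± 11.2 cpm at D1+ TGF-β, and its log2 fold change from there to D20+ TGF-β was 0.18 (standard error 0.17, edgeR adjusted p = 0.387). Over the 23 alternatives this log2 fold change lay between 0.07 and 0.38, without a call. The SMAD3 level was 98.2 cpm in D20+ TGF-β replicate 3, against 160.6 and 157.3 cpm in replicates 1 and 2. TIMP1, overlapped on the opposite strand by SYN1, was 1056 ± 34.5 cpm at D1+ TGF-β, with a log2 fold change of −0.14 (standard error 0.15, edgeR adjusted p = 0.438). The flasks of both conditions overlapped for both genes. Without D20+ TGF-β replicate 3, whose TIMP1 level of 692 cpm lay below the 1108 and 1071 cpm of replicates 1 and 2, the log2 fold change of TIMP1 was 0.04.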

There were two genes included in the real-time PCR analysis that were not identified as having any level of significant difference in expression between D20+ TGF-β and D1+ TGF-β in the RNASeq analysis, *SMAD3* and *TIMP1*, and no difference in expression was detected for *SMAD3* by real-time PCR (Fig. 4F,I). However, a highly significant upregulation in expression was detected at D20+ TGF-β compared to D1+ TGF-β for *TIMP1*.

We then selected a number of genes that were of interest based on the literature for relevance to asthma (A disintegrin and metalloproteinase with thrombospondin motifs 1 (*ADAMTS1*)^21^, desmoplakin (*DSP*)^22^ and glucocorticoid receptor (*GR*)^23^) or for relevance in TGF-β pathways (*SMAD2* and *SMAD7*)^24^ and analysed the samples by real-time PCR (Fig. 5). We found a significant difference in gene expression between D20+ TGF-β and D20 samples for all genes except for *SMAD7* (Fig. 5A–E). A targeted search for these genes in the RNASeq data found that *ADAMTS1* was significantly downregulated, while *DSP* and *GR* were significantly upregulated in D20+ TGF-β vs D20, and *SMAD2* was significantly upregulated in D20+ TGF-β versus D1+ TGF-β samples (Table 7); this data correlated well with the real-time PCR results as shown by correlation analysis (Fig. S4, R2 = 0.7534).

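ADAMTS1 (Entrez 9510) lies on chromosome 21 from 28208074 to 28217728 on the minus strand, and DSP (Entrez 1832) on chromosome 6 from 7541571 to 7586947 on the plus strand, with DSP-AS1 on the opposite strand. The glucocorticoid receptor (GR) is listed as NR3C1 (Entrez 2908), on chromosome 5 from 142657496 to 142815077 on the minus strand, and SMAD2 (Entrez 4087) lies on chromosome 18 from 45335328 to 45457517 on the minus strand. ADAMTS1 was 129 ± 33.3 cpm at D20+ TGF-β and 593 ± 77.1 cpm at D20 (log2 fold change −2.201, standard error 0.20, edgeR adjusted p = 2.58e-06). DSP was 30.0 ± 5.17 cpm at D20+ TGF-β and 10.7 ± 1.38 cpm at D20 (log2 fold change 1.47, standard error 0.26, edgeR adjusted p = 5.34e-04). NR3C1 was 108 ± 19.7 cpm at D20+ TGF-β and 80.5 ± 4.31 cpm at D20 (log2 fold change 0.43, standard error 0.12, edgeR adjusted p = 0.00905). Of these 3 genes, ADAMTS1 was lower and DSP and NR3C1 were higher in 3 of 3 D20+ TGF-β flasks than in every D20 flask, a separation that 10% of genes show by chance in either direction. The calls of ADAMTS1 and DSP held under the 23 alternatives. The call of NR3C1 was lost with limma-voom on the 12 libraries, limma on the deposited log2 values, only the 6 libraries of the comparison and counts thinned to the smallest library (adjusted p = 0.0105, 0.0121, 0.0157 and 0.0125) and without D1 replicate 3 (0.0124) or without D1+ TGF-β replicates 1, 2 or 3 (0.0144, 0.0142 and 0.0141) or without D20 replicates 1, 2 or 3 (0.0142, 0.0368 and 0.0383) or without D20+ TGF-β replicate 3 (0.0360), in a range of 1.43e-08 to 0.0383 over the 23 alternatives. For NR3C1, the log2 fold change was 0.27 without D20+ TGF-β replicate 3. SMAD2 was 106 ± 4.66 cpm at D20+ TGF-β and 98.1 ± 3.14 cpm at D1+ TGF-β, higher in 3 of 3 flasks (log2 fold change 0.12, standard error 0.06, edgeR adjusted p = 0.130). SMAD2 was called with limma-voom with the 48 lanes as samples (adjusted p = 0.00643), in a range of 0.00643 to 0.562 over the 23 alternatives. The real-time PCR values are not among the deposited data, so their correlation with the RNASeq values was not computed.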

**Figure 5:**
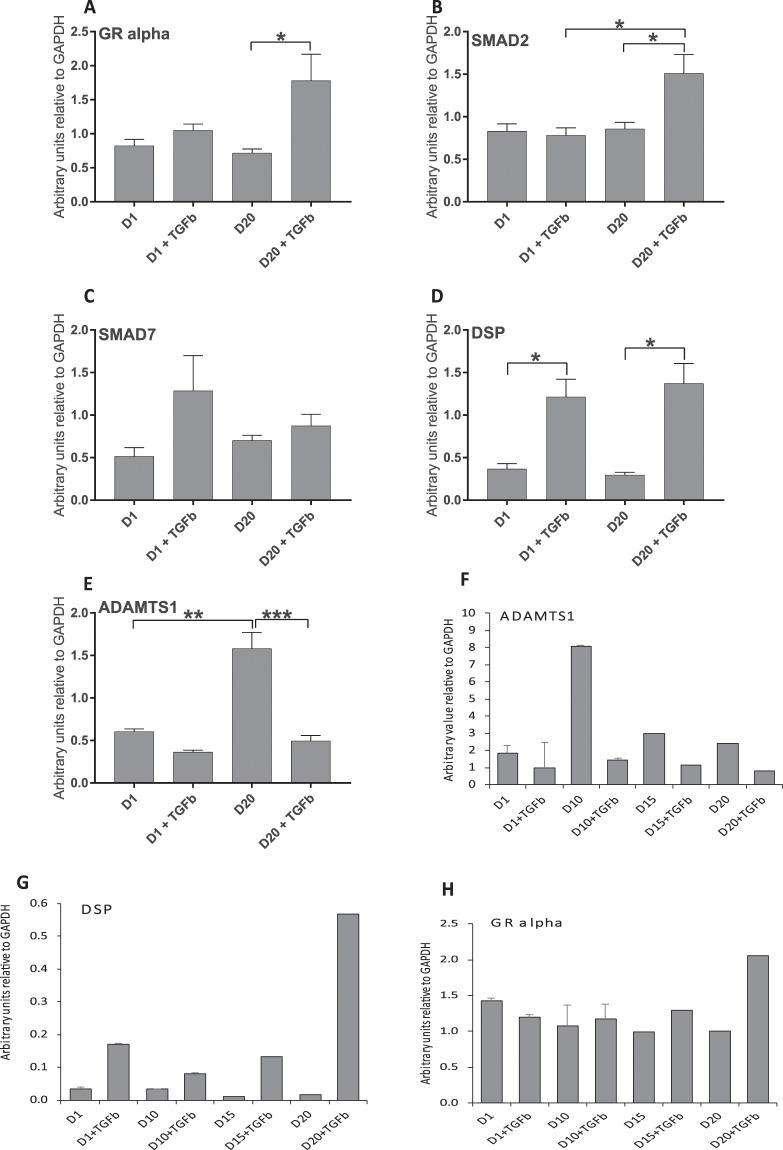
Real-time PCR of asthma and TGF-β pathway genes. (**A–E)** Realtime PCR was performed on as per the legend to Fig. 4 for a series of genes identified from literature to be important in asthma. Graphs show the number of arbitrary units relative to GAPDH expression for: (**A**) GR-alpha, (**B**) SMAD2, (**C**) SMAD7, (**D**) DSP, (**E**) ADAMTS1. (**F–H)** Real-time PCR was performed as in (**A–E**) above for treatment times D1, D1+ TGFβ, D10, D10+ TGFβ, D15, D15+ TGFβ, D20 and D20+ TGFβ for (**F**) ADAMTS1, (**G**) DSP, (**H**) GR-alpha. Mean ± SEM are shown for each set, *p < 0.05, **p < 0.01, ***p < 0.001.

**Table 7:** RNASeq results for genes selected based on literature.

Dataset	Gene Symbol	Gene Name	LogFC	Adjusted p value
D20+ TGFβ vs D20	ADAMTS1	ADAM metallopeptidase with thrombospondin type 1 motif, 1	−2.210	1.42E-27
	DSP	desmoplakin	1.413	3.29E-13
	SMAD2	SMAD family member 2	—	—
	SMAD7	SMAD family member 7	—	—
	NR3C1/GR	nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)	0.423	1.43E-08
D20+ TGFβ vs D1+ TGFβ	ADAMTS1	ADAM metallopeptidase with thrombospondin type 1 motif, 1	—	—
	DSP	desmoplakin	—	—
	SMAD2	SMAD family member 2	0.115	0.006
	SMAD7	SMAD family member 7		
	NR3C1/GR	nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)	—	—

We extended our real-time PCR analysis for *ADAMTS1, DSP* and *GR* to determine at which point in the transdifferentiation the observed change in gene expression became evident (Fig. 5F–H). We found that *ADAMTS1* was upregulated after 10 days in culture (D10); this change was suppressed in TGF-β treated samples (Fig. 5F, compare TGF-β treated with untreated samples at D1, D10, D15 and D20). *DSP* was upregulated on D1 in TGF-β treated versus untreated samples and this trend continued through the experiment, with a significant change observed at D20 (Fig. 5G). The data strongly suggests that TGF-β induced pathways suppress the expression of *ADAMTS1* with or without transdifferentiation, while the upregulation of *DSP* is directly associated with the myofibroblast phenotype. The expression of *GR* (specifically *GR-alpha*) was increased at D20 with TGF-β treatment compared to the untreated samples at D20, with no significant change in intermediate days, indicating that changes in *GR-alpha* expression are a characteristic of the myofibroblast phenotype.

Overall, these data demonstrate the different pathways involved in the transdifferentiation of fibroblasts to myofibroblasts, highlighting known intermediates in well studied pathways such as cytoskeleton remodelling via TGF-β pathways as well as identifying new intermediates in the PKB and PTEN signal transduction pathways that are gaining importance in transdifferentiation. Of the genes selected for real-time PCR confirmation, majority demonstrated the same significant changes in gene expression between the different samples, or if no significant differences were observed, the shift in gene expression was always in the same direction.

### TGF-β treatment leads to reduced SMAD7 and increased RHEB protein

We chose four gene products to study whether the observed gene expression changes by RNASeq and real-time PCR resulted in changes in the expression levels of the proteins encoded by these genes; tubulin was used as a loading control (Fig. 6A,B). A TGF-β associated reduction in SMAD7 was observed both at D1 and after transdifferentiation at D20, while a trend towards increased RHEB in the presence of TGF-β compared to its absence, was observed both at D1 and at D20; no change was observed in VCL levels. These data are in agreement with the RNASeq and real-time PCR data. 

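SMAD7 (Entrez 4092) lies on chromosome 18 from 46446223 to 46477335 on the minus strand. Its RNA was 14.1 ± 0.868 cpm at D1+ TGF-β and 9.81 ± 6.11 cpm at D1 (log2 fold change 0.49, standard error 0.30, edgeR adjusted p = 0.255), and 10.9 ± 2.79 cpm at D20+ TGF-β and 12.9 ± 0.388 cpm at D20 (log2 fold change −0.22, standard error 0.30, edgeR adjusted p = 0.583). The flasks with and without TGF-β overlapped at both days, and D1 replicate 2 had 16.9 cpm, against 6.44 and 6.13 cpm in replicates 1 and 3. The D1 difference of SMAD7 was called with limma-voom with the 48 lanes as samples (adjusted p = 0.00155) and without D1 replicate 2 (3.19e-04), in a range of 3.19e-04 to 0.602 over the 23 alternatives. Leaving out that replicate gave a log2 fold change of 1.18. RHEB at D1 had a log2 fold change of 0.12 (standard error 0.09, edgeR adjusted p = 0.378) and VCL of 0.03 (standard error 0.07, edgeR adjusted p = 0.759), with overlapping flasks for both genes. At D1 the levels were 102 ± 9.89 cpm for RHEB and 807 ± 51.9 cpm for VCL (SD, n = 3). For VCL at D1 the log2 fold change was −0.03 without a composition factor and −0.01 without D1 replicate 3.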

Culture over 20 days resulted in increased ADAMTS1, which was not changed in the presence of TGF-β. ADAMTS1 is a secretory protein and we may not be able to assess total changes in protein expression in the current experimental design. We have previously shown^14^ that SMAD3 is reduced in TGF-β treated WI-38 cells, correlating with our current RNASeq and real-time PCR data. 

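In the RNASeq data, SMAD3 was 329 ± 61.9 cpm at D1 and lower in 3 of 3 D1+ TGF-β flasks (log2 fold change −1.43, standard error 0.17, edgeR adjusted p = 4.70e-05). Under the 23 alternatives its log2 fold change at D1 stayed between −1.55 and −1.27, and the gene was called under each.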

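SMAD2 (Entrez 4087) was 83.0 ± 2.54 cpm at D1, below the level of every D1+ TGF-β flask (log2 fold change 0.24, standard error 0.06, edgeR adjusted p = 0.0105). At D20 it was 104 ± 2.06 cpm, and the flasks with and without TGF-β overlapped (log2 fold change 0.04, standard error 0.06, edgeR adjusted p = 0.652). The D1 difference was called with DESeq2, limma-voom with the 48 lanes as samples and RLE factors (adjusted p = 0.00404, 2.04e-07 and 0.00954) and without D1 replicate 3 (0.00967) or without D20+ TGF-β replicate 3 (0.00942), in a range of 2.04e-07 to 0.0680 over the 23 alternatives.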

A trend towards increase of SMAD2 was observed in myofibroblasts^14^ while short term treatment with TGF-β resulted in reduced expression, completely in agreement with our current real-time PCR and RNASeq data.

**Figure 6:**
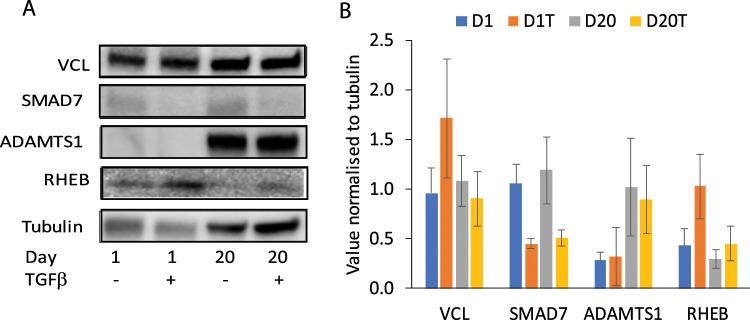
Western blot analysis of selected proteins. Western blot analysis was performed on whole cell lysates for each of the treatment times, D1, D1+ TGFβ, D20 and D20+ TGFβ for VCL, ADAMTS1, RHEB, SMAD7 with tubulin used as loading control. Data represent two independent experiments. (**A**) blots showing the staining for individual proteins indicated on the left, time and treatment are indicated below the blots. (**B**) histogram showing the densitometric intensity of each band for the indicated proteins normalised to its cognate tubulin band; data are mean ± SEM. D1 – day 1 without treatment, D1T – day 1 with treatment, D20 – day 20 without treatment, D20T – day 20 with treatment.

## Discussion

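At an edgeR adjusted p under 0.01 and any fold change, 1271 genes were called between D1+ TGF-β and D1, 654 higher and 617 lower with TGF-β. Between D20+ TGF-β and D20 the number was 2609, with 1210 higher and 1399 lower, and between D20 and D1 it was 3457, with 1789 higher and 1668 lower at D20. Of the 3307 genes called between D20+ TGF-β and D1+ TGF-β, 1630 were higher and 1677 lower at D20+ TGF-β. The counts moved most with limma-voom and the 48 lanes as samples, to 3895, 5154 and 5895 for D1+ TGF-β vs D1, D20+ TGF-β vs D20 and D20 vs D1. Without a composition factor the genes higher and lower were 500 and 938 for D1+ TGF-β vs D1, 1490 and 1153 for D20+ TGF-β vs D20, and 1389 and 2112 for D20 vs D1. The D1+ TGF-β vs D1 count was 735 without D1+ TGF-β replicate 1 and 619 without D1+ TGF-β replicate 2.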

In the current study, we show that a large number of genes are modulated in an airway fibroblast cell line in response to TGF-β treatment and on transdifferentiation to myofibroblasts^25^. As expected, expression of intermediates in pathways that regulate cytoskeleton and focal adhesions was changed as well as expression of intermediates in TGF-β signalling pathways. Importantly, expression of several genes known to have a role in asthma was changed, directly corresponding to the changes observed in asthma. The data presented here builds on our previous work^14^ and strongly suggests the feasibility of using TGF-β treated WI-38 cell line as a cell culture model to study the role of myofibroblasts in asthma.

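Of the genes called at D1 or at D20 with TGF-β against the untreated flasks of the same day, 705 were called at both days, where 349.4 would be shared if the calls were independent. Of the 705 genes, 637 changed in the same direction and 68 in opposite directions. There were 566 genes called at D1 alone and 1904 at D20 alone, which is not a test of the difference between the days. Across the 9490 genes, which are not independent replicates, the log2 fold changes of the 2 days had a Pearson r of 0.502. The comparisons of the 2 days shared no library. From genes modulated on the transition to myofibroblasts and its earlier work on these cells, the paper proposes TGF-β-treated WI-38 cells as a culture model for the part that myofibroblasts play in asthma.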

In the context of the asthmatic airway, TGF-β released by the destruction of epithelial cells^26^ can lead to transdifferentiation of fibroblasts to myofibroblasts that can contribute to airway remodelling via production of specific growth factors, extracellular matrix (ECM) modulating proteins and cytokines^27,28^. Fibroblasts and myofibroblasts are known to be increased in the remodelled airways in severe asthma^6,29^, and increasing evidence supports an important role for these cells in the clinical symptoms of asthma.

We have previously shown that TGF-β treatment of an airway fibroblast cell line induces fibroblast to myofibroblast transdifferentiation accompanied by an altered TGF-β signalling pathway, with decreased Smad3 expression, and impact on glucocorticoid responses due to changes in the expression of the GR isoforms^14^.

The main focus of our current study was to investigate the role that myofibroblasts may play in the clinical symptoms of asthma, thus extending and adding to our previous study^14^. Our data confirm our previous finding that prolonged, heightened TGF-β levels can cause transdifferentiation of fibroblasts. Additionally, the resultant myofibroblasts have a gene expression profile that closely matches the observed expression profile from asthmatic airways.

Of the top 10 differentially expressed genes for each of the four comparisons, 50% had been identified as altered in asthma or airway inflammation previously^30–40^. Most of the genes differentially altered in D1+ TGF-β vs D1 (6/10^30–35^) and D20+ TGF-β vs D20 (7/10^36–38,40^) have been described previously, while half of those altered in D20+ TGF-β vs D1+ TGF-β^32,38,39^ and only 2 in D20 vs D1 comparison^41,42^ had been previously described in asthma, airway remodelling or airway inflammation.

*CDKN2B* (cyclin-dependent kinase inhibitor 2B) was significantly increased in myofibroblasts compared to fibroblasts. This was expected as the expression of CDKN2B is known to be significantly induced by TGF-β in other tissue systems^43^. A major characteristic of airway remodelling is the increase in ECM components, leading to ‘stiffening’ of airways^44,45^. We found that major factors known to be involved in increased ECM thickness were upregulated in response to TGF-β along with factors that breakdown excess ECM. *FN1* (fibronectin 1) was significantly increased in myofibroblasts compared to fibroblasts. Fibronectin is important in cell adhesion and migration processes including embryogenesis, wound healing, and metastasis. Importantly, fibronectin deposition in the airway wall is increased in asthma^46–48^ and our data suggest that myofibroblasts can contribute to this effect^49^.

The expression of *LAMA1* and *LAMA4* was changed, with the former being upregulated and the latter being downregulated in myofibroblasts. The laminins are a major component of the basement membrane and implicated in a wide variety of biological processes including cell adhesion, differentiation, migration, signalling, neurite outgrowth and metastasis^50^. The increase in *LAMA1* expression was expected given its known functions in the ECM. Importantly, LAMA1 expression is increased in animal models of airway remodelling^51^ and bronchial biopsies from patients with severe asthma^52^. Our data suggests that increased myofibroblasts may, at least in part, be responsible for this increase. At this time, we do not know the significance of the downregulation of *LAMA4*, which could suggest either that laminins self-regulate each other or that different laminins have opposing roles in airway remodelling.

Myofibroblasts are known to contribute to the contractile behaviour of the airways via their expression of molecules that directly interact with and impact on the ECM and the cytoskeletal network^53^. We found that focal adhesion molecule *ITGB1* was upregulated in myofibroblasts as expected^54–56^. *ITGB1* encodes an integrin beta subunit that functions as receptor for fibronectin; along with the increased expression of fibronectin, this would result in enhanced functional consequences for the airway. Interestingly, a recent study in a guinea pig model found that ITGB1 expression was increased in asthma^57^. Vinculin (*VCL*), that has a role in regulating cell–matrix adhesion, including the assembly, turnover, and strength of focal adhesions, as well as the transmission of force by these cellular structures, was downregulated in myofibroblasts. This finding is in contrast to findings of increased VCL in asthma models^58^, and suggests that TGF-β transdifferentiated myofibroblasts do not contribute to this aspect of the asthma phenotype.

Expression of matrix metalloproteases (MMPs) is increased in asthmatic airways and these enzymes play a central role in the pathology of asthma^59,60^. *MMP1* was upregulated in myofibroblasts, suggesting a potential source of the increased enzyme in the airway. A recent study has shown that MMP1 is associated with bronchial hyperresponsiveness and asthma exacerbation severity^59^.

*TIMP1*, a member of the family of natural inhibitors of the MMPs, was increased in fibroblasts after treatment with TGF-β (D1+ TGFb). In addition to its inhibitory role against most of the known MMPs, the encoded protein promotes cell proliferation in a wide range of cell types and may also have an anti-apoptotic function. 

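TIMP1 was 957 ± 131 cpm at D1, and the flasks with and without TGF-β overlapped (log2 fold change 0.14, standard error 0.15, edgeR adjusted p = 0.513). Over the 23 alternatives, the log2 fold change at D1 lay between 0.06 and 0.26 and the adjusted p between 0.0590 and 0.829, without a call.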

Importantly, *MMP1* and *TIMP1* levels were increased at the mRNA level in induced sputum from asthmatic subjects compared with non-asthmatics^61^. Our data suggest that fibroblasts and myofibroblasts, in the context of the increased TGF-β in the asthmatic airway, may contribute to this change.

Of the genes identified in literature as being relevant to asthma or TGF-β pathways, *ADAMTS1*^21^ and *DSP*^22^ were identified in both real-time PCR and RNASeq analysis as showing significant differences in gene expression between D20+ TGF-β and D20 samples. However, there was no difference in the activity of these genes between D20+ TGF-β and D1+ TGF-β samples. 

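From D1+ TGF-β to D20+ TGF-β, the log2 fold change was −0.12 (standard error 0.20, edgeR adjusted p = 0.642) for ADAMTS1 and −0.22 (standard error 0.24, edgeR adjusted p = 0.456) for DSP. The levels at D1+ TGF-β were 140.2 ± 8.41 cpm for ADAMTS1 and 34.7 ± 1.92 cpm for DSP (SD, n = 3), and the flasks of both conditions overlapped. Without D20+ TGF-β replicate 3 the log2 fold change of ADAMTS1 was 0.07.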

Our data strongly suggest that the increased TGF-β in asthmatic airways can induce changes in these genes, in particular an early increase in expression of *DSP*. 

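DSP, with DSP-AS1 on the opposite strand, was 12.4 ± 6.60 cpm at D1 and higher in 3 of 3 D1+ TGF-β flasks (log2 fold change 1.46, standard error 0.25, edgeR adjusted p = 0.00102). Its log2 fold change at D1 lay between 1.20 and 2.01 over the 23 alternatives, with a call under each.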

Importantly, *ADAMTS1* is decreased in myofibroblasts, though it increases over time in fibroblasts in culture. 

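Without TGF-β, ADAMTS1 was 217 ± 64.4 cpm at D1 and higher in 3 of 3 D20 flasks (log2 fold change 1.45, standard error 0.20, edgeR adjusted p = 4.83e-05), with a call under the 23 alternatives.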

No change was observed in the total cellular ADAMTS1 protein with or without TGF-β in fibroblasts or myofibroblasts; probably as ADAMTS1 is secreted.

We found three genes whose expression was altered in myofibroblasts and fibroblasts treated with TGF-β that were not previously described to be modulated in airway structural cells or in asthma. The *LDLR* gene was upregulated in myofibroblasts. This family consists of cell surface proteins involved in receptor-mediated endocytosis of specific ligands. Recent work in animal models suggests a role for LDLR in modulation of allergic asthma severity via its recognition of apolipoproteins^62^. Of note, LDLR serves as receptor for a group of rhinoviruses^63^; whether the observed upregulation leads to increased susceptibility of myofibroblasts to these viruses remains to be confirmed. *RHEB* was upregulated in myofibroblasts. RHEB is a key intermediate in the PTEN pathway on which it has an inhibitory effect, and is overexpressed in many cancers where it has been variously associated with increased cell proliferation, hyperplasia and fibrosis^64^. Furthermore, in the current study the increased gene expression of *RHEB* correlated with increased protein expression of RHEB in the presence of TGF-β.

Pathway analysis of the D20+ TGF-β vs D20 samples or D20+ TGF-β vs D1+ TGF-β samples showed that cytoskeleton remodelling (including TGF-β and PKB driven changes) and cell adhesion pathways were altered, as expected. 

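AKT1 (Entrez 207), a gene for protein kinase B, lies on chromosome 14 from 105235686 to 105262088 on the minus strand, with an unnamed transcript on the opposite strand. Between D20+ TGF-β and D1+ TGF-β, AKT1 had a log2 fold change of −0.17 (standard error 0.07, edgeR adjusted p = 0.0451). It was 142 ± 3.76 and 159.7 ± 3.27 cpm, lower in 3 of 3 D20+ TGF-β flasks. Between D20+ TGF-β and D20, AKT1 had −0.12 (standard error 0.07, edgeR adjusted p = 0.159), again lower in 3 of 3 flasks. At an adjusted p under 0.01, it was called in neither comparison. In the first of these comparisons, AKT1 was called with limma-voom with the 48 lanes as samples (adjusted p = 3.05e-05), in a range of 3.05e-05 to 0.157 over the 23 alternatives. In the second, it was called with limma-voom with the 48 lanes as samples (adjusted p = 0.00514), in a range of 0.00514 to 0.417 over the 23 alternatives.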

PKB and PTEN signalling pathways were altered in D20+ TGF-β vs D1+ TGF-β samples only. PKB and other intermediates of the mitogen-activated protein kinase (MAPK) signalling pathway are components of the non-canonical pathways induced by TGF-β^65^. TGF-β downregulates PTEN, while activating PKB and extracellular signal-regulated kinase (ERK) pathways in non-small cell lung cancer patients^66^. Importantly, decreased PTEN expression and activity is associated with allergen exposure in a mouse model of bronchial asthma^67^, and increased GRβ suppresses PTEN in cell culture, leading to PKB stimulation^68^. GRβ is increased in transdifferentiated WI-38 cells^14^ and may be responsible for the observed changes in PTEN pathway; however this remains to be confirmed.

Additionally, EGFR signalling and regulation of EIF4F activity were also altered with this treatment as has been described previously^69^. 

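EGFR (Entrez 1956) lies on chromosome 7 from 55086710 to 55279321 on the plus strand, with EGFR-AS1 on the opposite strand. EGFR was 193 ± 19.3 cpm at D20+ TGF-β, 172 ± 4.45 cpm at D20 (log2 fold change 0.16, standard error 0.11, edgeR adjusted p = 0.257) and 159.8 ± 7.88 cpm at D1+ TGF-β (log2 fold change 0.27, standard error 0.11, edgeR adjusted p = 0.0541). The flasks with and without TGF-β overlapped at D20. The difference at D20 was called with limma-voom with the 48 lanes as samples (adjusted p = 0.00393), in a range of 0.00393 to 0.529 over the 23 alternatives.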

EGFR has an important role in the proliferation of the airway mesenchymal cells. EGFR ligands are released from the damaged epithelium, and act via EGFR on fibroblast cell surface to induce cellular proliferation^28^. Our data showing induction of the EGFR pathway strongly suggests that myofibroblasts proliferation may also be induced by EGF ligand in the airways.

## Conclusion

In conclusion, we have found a significant number of genes that are altered after differentiation of fibroblasts into myofibroblasts by TGF-β treatment, many of which were expected or predicted. We also identified genes that were unexpectedly altered, including *LDLR*, *CSNK2B* and *RHEB*, which suggests different pathways that are activated during the transition between fibroblasts and myofibroblasts, and thus may contribute to the asthma phenotype. We further identified novel intermediates in pathways that were affected after treatment of fibroblasts with TGF-β, including PKB and PTEN signalling pathways. PKB and PTEN pathways are known to be impacted in asthma^70^ and our data suggests that myofibroblasts may contribute to this effect.

The human lung fibroblast WI-38 cell line used in this study represents a promising model to study lung disease and more particularly asthma, in providing better understanding of the contribution of myofibroblast cells to disease phenotype.

## Supplementary information

Supplementary Figures.

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus repository, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110021.

# Supplementary material for: Transcriptomic changes during TGF-β-mediated differentiation of airway fibroblasts to myofibroblasts
**Source:** Sci Rep. 2019 Dec 30;9:20377. doi: 10.1038/s41598-019-56955-1

Transcriptomic changes during TGF- $\beta$ -mediated differentiation of airway fibroblasts to myofibroblasts.

Erin Joanne Walker, Deborah Heydet, Timothy Veldre<sup>\*</sup>, Reena Ghildyal<sup>#</sup>

<sup>#</sup> corresponding author

<sup>\*</sup> present address – Department of Respiratory and Sleep Medicine, The Canberra Hospital, Garran, ACT, 2605.

## Supplementary Figure Legends

**Figure S1 – Full length blots to accompany Figure 1.** WI-38 cells were cultured in presence of TGF $\beta$  (2ng/mL, indicated by '+' above the lane) or left untreated (-) for 20 days. Cells were lysed on day 1 and day 20 and analysed for expression of vimentin and  $\alpha$ SMA by western blotting as described in the Methods section. Molecular weights for prestained markers (Bioline Hyperpage, lane marked M) are indicated on the left in kDa. Vimentin and  $\alpha$ SMA are indicated on the right.

**Figure S2 – Immunofluorescence data to complement Figure 1.** Immunofluorescence staining for vimentin,  $\alpha$ SMA and DAPI in TGF $\beta$  treated cells at different times. Day 0 represents cells immediately prior to treatment with TGF $\beta$ .

**Figure S3 – RNASeq data for GAPDH to accompany Figures 4,5.** RNASeq counts per million obtained for *GAPDH* in each sample were log2 transformed and are depicted in the histogram against as average of biological replicates (overall) or as individual biological replicates (e.g. D1-1, D1-2, D1-3). 

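The log2 cpm of GAPDH in the single libraries was 12.07, 11.97 and 12.12 at D1 and 11.82, 11.78 and 11.80 at D1+ TGF-β. At D20 it was 11.88, 11.90 and 11.79, and at D20+ TGF-β 11.76, 11.60 and 11.71. The values sum the 4 lanes of a library. Over the 12 libraries the SD of GAPDH was 0.148. The 30 genes within 1 log2 unit of its mean, GAPDH included, had a median SD of 0.249. Of these, 8 had a smaller SD than GAPDH.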

Each biological replicate comprises three technical replicates.

**Figure S4 – Correlation between log2 fold change values in RNASeq and in real-time PCR.** Log2 fold change values for all genes chosen for real-time PCR validation are shown in the graph. The Pearson coefficient correlation function within XLStat in Excel was used to derive the  $R^2$  value which is shown on the graph.

Figure S1

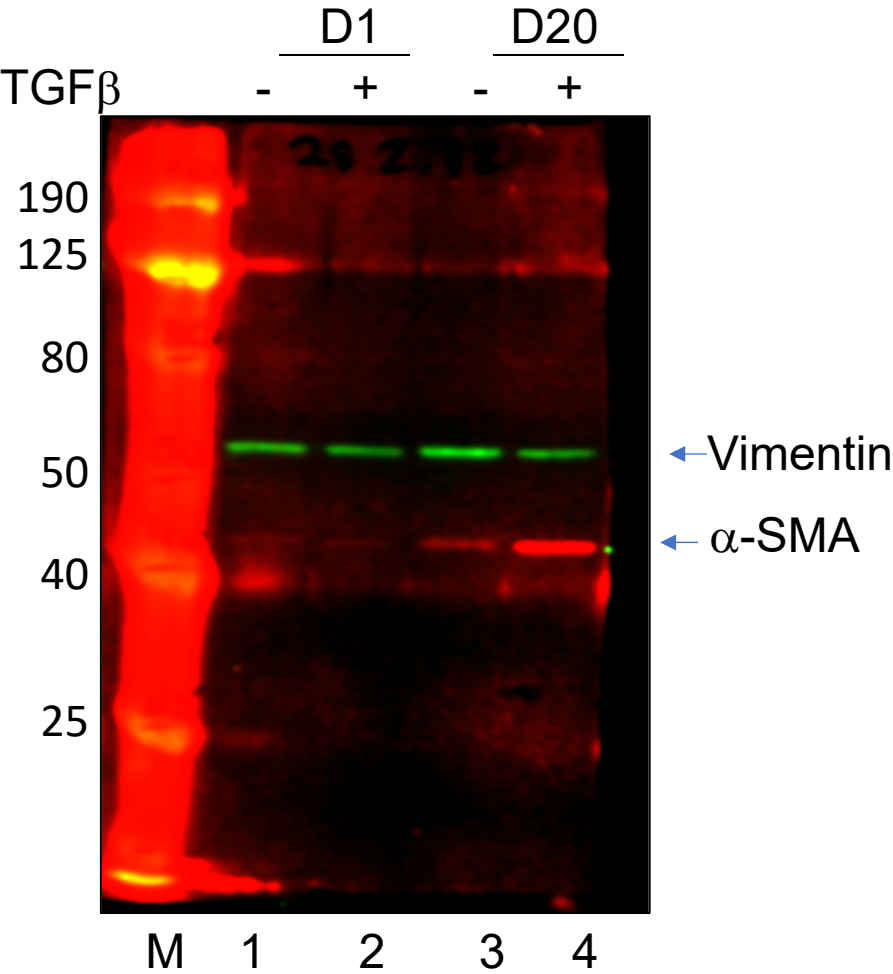

**Figure S2**

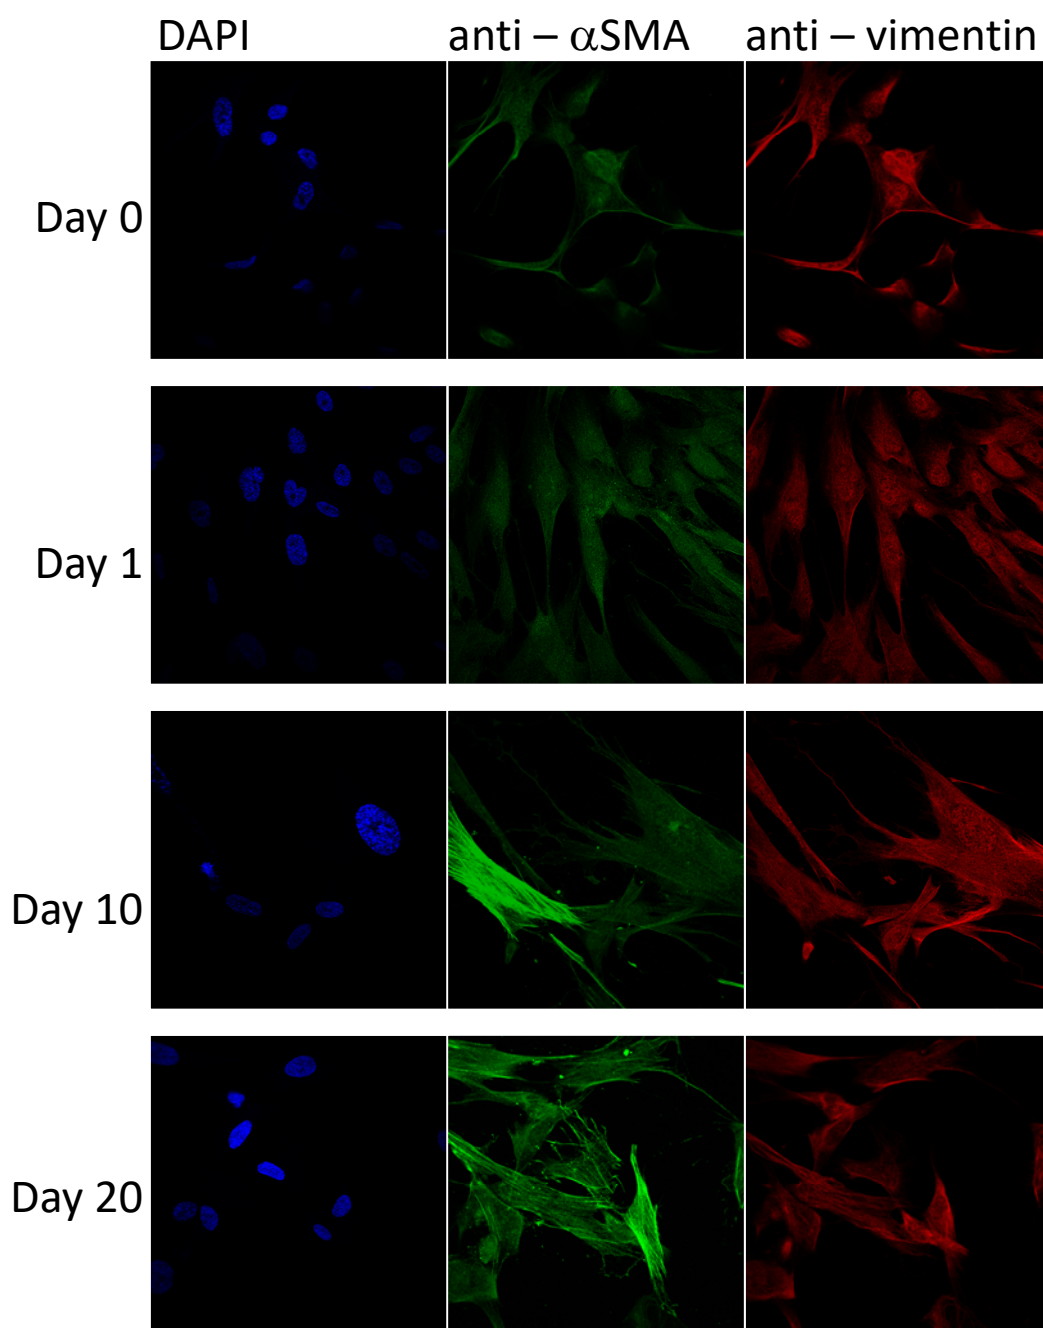

Figure S3

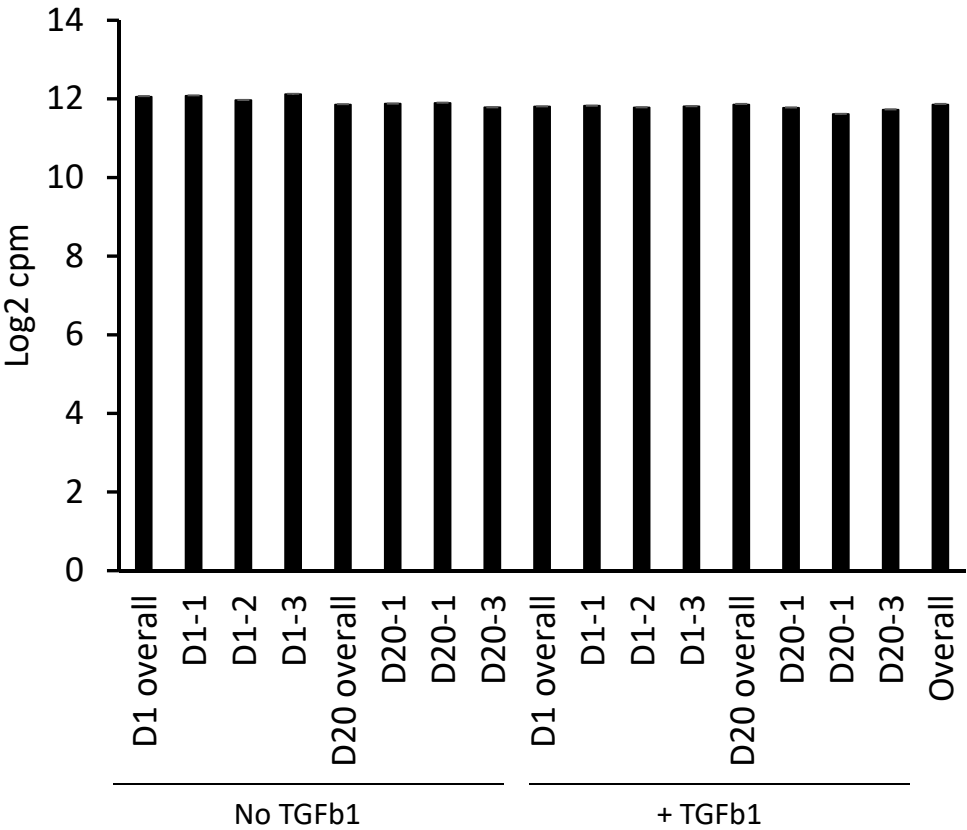

**Figure S4**

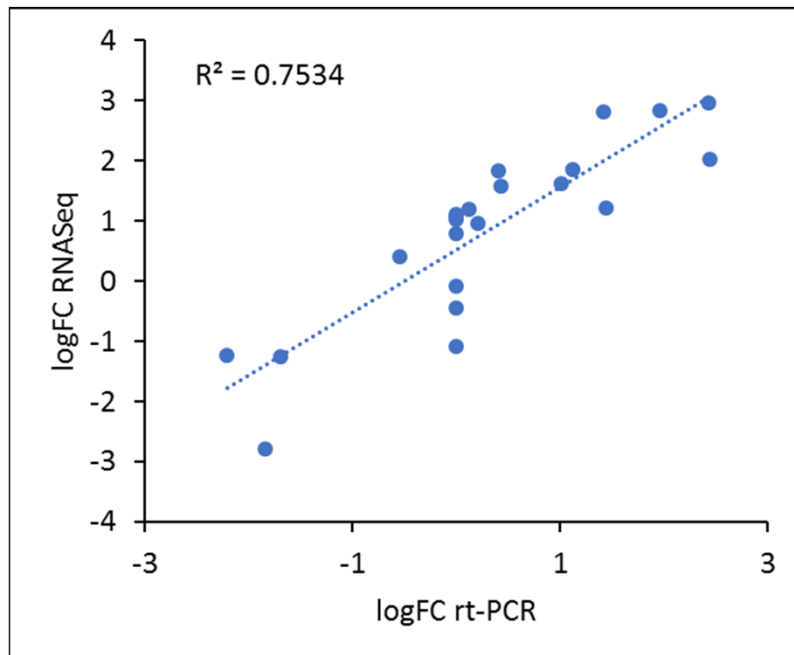

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

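The data were RNA sequencing counts of WI-38 lung fibroblasts in 4 conditions, D1, D1+ TGF-β, D20 and D20+ TGF-β, with 3 flasks per condition. Libraries were prepared by the authors with a directional kit from 1 RNA per flask and were read in paired ends, each on 4 lanes of 1 instrument. The columns of the deposited tables were assigned to conditions and replicates by their names, and 0 columns were left unassigned. The paper's methods state that the D20 flasks of each treatment were seeded from 1 treated and 1 untreated flask.

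The authors trimmed the reads with Trimmomatic and mapped them to hg19 with Rsubread. They deposited raw counts per gene and lane for 25702 genes, without normalization or filter. The authors also deposited log2 cpm (counts scaled to a common library size) per gene and lane, as written by voom, for 9412 genes. Recomputing that filter from the counts, at least 10 cpm in at least 24 of the 48 lane columns, gave the genes listed. Which program counted the reads, with which annotation and use of strand, is not named in the paper's text.

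Counts were used as the main source, and the 4 lanes of a library were summed. Library totals ranged from 8674488 to 18286197 counts, and lanes from 2102914 to 4706033 with a median of 2900513. The errors given are SDs or standard errors between flasks, which include the counting error at this depth, and no separate counting intervals were computed. Genes with at least 10 cpm in at least 6 of the 12 libraries were tested, 9490 of the 20434 genes with a count. Of these, 9240 were named from the deposited log2 table, 196 from RefSeq by their Entrez identifiers, and 54 had no name. The filter shared 9394 genes with the authors' table.

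The tests were run in R 4.3.3 with edgeR 4.0.16, using TMM factors, a quasi-likelihood fit with 1 mean per condition over all 12 libraries, and Benjamini-Hochberg adjustment over the genes tested. The common biological coefficient of variation was 9.35% and the prior degrees of freedom were 5.50. Standard errors are the size of the log2 fold change over the root of the F statistic. The comparisons were D1+ TGF-β vs D1, D20+ TGF-β vs D20, D20+ TGF-β vs D1+ TGF-β and D20 vs D1, and the difference of the TGF-β responses of D20 and D1. The thresholds were an adjusted p of 0.01 and, where stated, a log2 fold change of 2 in size. Log2 cpm were made with a prior count of 2. Clustering used Euclidean distances of cpm of 30 genes and complete linkage. Shares of genes within a log2 fold change of 1 were counted among genes with an unadjusted p under 0.001.

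Lists of genes of proliferation (40 genes, 39 tested), cholesterol synthesis (22 and 21), interferon-stimulated genes (35 and 14) and contractile genes (15 and 13) were written before the data were examined, as were the main settings, the comparisons and the alternatives. The lists were tested with camera at a preset correlation of 0.01 in 4 comparisons, with Benjamini-Hochberg adjustment over the 16 tests and a threshold of 0.05. The paper names no list member by its symbol, and the contractile list holds ACTA2, which encodes the αSMA that the paper measured. A list of 12 genes induced by starvation stress, 11 of them tested, was written later, to test an explanation. Coordinates are from the GENCODE annotation of GRCh37.

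The genes named in the text were chosen by rule. They are the genes the paper names as measured; for each comparison and for the difference of responses, the 5 genes with the largest called change outside those that Table 1 lists for that comparison, without overlap of flasks in the 4 comparisons; and for each list past its threshold, the 3 members with the smallest p. A few genes that meet the rule are not given in the text. The values of the paper's Tables 1, 5, 6 and 7 had been read before this rule was written.

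The alternatives were DESeq2 1.42.0 and limma-voom (limma 3.58.1) on the 12 libraries, limma-voom with the 48 lanes as samples, limma on the deposited log2 values averaged over lanes, RLE factors, no composition factor, no gene filter, edgeR's filterByExpr, only the 6 libraries of a comparison, leaving out each library in turn, replicate numbers as a block, counts thinned to the smallest library, unadjusted p, and a test against a fold change of 4. For the lists, fry and camera with an estimated correlation were added to these choices. The code was tested on simulated data with the spread of these libraries. Of 200 genes changed by a log2 fold change of 1 or 2, edgeR recovered 98.5% in D20+ TGF-β vs D20 with 2 false calls and 94% for the difference of responses with 4, and in comparisons without change it made 0 calls, as limma-voom did, while DESeq2 made 2. Of simulated lists, camera called the raised one and not the unchanged one. The simulated genes varied independently of each other, without deviations shared across a library or from a parent flask. The simulation thus does not show how camera behaves where the members of a list vary together.

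Western blots, immunofluorescence and real-time PCR are not among the deposited data and were left out. The pathway enrichment was left out because the curated maps were not available. Exact permutation tests of single genes were left out because 3 flasks against 3 allow no p below 0.1. The paper's correlation of real-time PCR with RNASeq was left out for the first reason.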

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

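Among the tests below, those of the lists without a composition factor and the exchanges of treatment labels for the difference of responses of the lists were chosen only after the list results were seen, and so were the exchanges with the common response taken out.

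The response to TGF-β differed between the days. The difference of the responses was called for 985 genes, 428 with a higher and 557 with a lower response at D20 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 100 exchanges of the treatment labels within the days, drawn from 200 distinct ones, 1 gave as many genes, the real one itself, but these also break the response common to both days and decide nothing about its difference. In the same exchanges with the common response taken out, by limma on log2 cpm, 1 of 100 gave as many genes, again the real one, so chance can be excluded. Without a composition factor the number was 1146, with 767 higher and 379 lower responses, because that scaling shifted the difference of all genes by a median of 0.11 on the log2 scale. The count was 1731 without D1 replicate 2, 632 without D1+ TGF-β replicate 1, 549 without D1+ TGF-β replicate 2, 623 without D20 replicate 2 and 561 without D20 replicate 3. A difference in depth is argued against by the thinned libraries, where the count was 833. The D20 flasks were seeded from 1 flask per treatment, so a difference between those parent flasks and the effect of TGF-β cannot be told apart, and a response that changes with time in culture stays open, as do passage and confluence.

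Among the genes the paper names, the difference of responses was called for 8. For MMP1 it was 2.85 (standard error 0.31, edgeR adjusted p = 5.37e-05), with a response from −0.44 at D1 to 2.42 at D20. For ACTA2, overlapped on the opposite strand by ACTA2-AS1, FAS and STAMBPL1, it was −1.94 (standard error 0.24, edgeR adjusted p = 1.23e-04), with a response from 2.07 at D1 to 0.13 at D20. It was 1.303 (standard error 0.22, edgeR adjusted p = 0.00131) for CDKN2B and 1.04 (standard error 0.15, edgeR adjusted p = 4.31e-04) for LAMA1, whose responses went from 1.12 at D1 to 2.42 at D20 and from 0.08 at D1 to 1.11 at D20. For ADAMTS1 it was −1.57 (standard error 0.28, edgeR adjusted p = 0.00180) and for LAMA4 −1.34 (standard error 0.18, edgeR adjusted p = 2.97e-04), with responses from −0.63 at D1 to −2.201 at D20 and from −0.35 at D1 to −1.69 at D20. VCL had −0.73 (standard error 0.10, edgeR adjusted p = 2.18e-04), from 0.03 at D1 to −0.69 at D20, and its sign at D1 was negative without a composition factor (−0.03) and without D1 replicate 3 (−0.01). ITGB1 had −0.57 (standard error 0.11, edgeR adjusted p = 0.00243), from 0.66 at D1 to 0.09 at D20. These calls held under the 22 alternatives, except that ITGB1 was not called without D1+ TGF-β replicate 2 or D20 replicate 3, where its largest adjusted p was 0.0111 in a range from 5.70e-19. The number of flasks showing a direction is not defined for a difference of responses.

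Among the genes with the largest difference of responses, A2M (Entrez 2) had −3.88 (standard error 0.41, edgeR adjusted p = 4.69e-05) and ADAMTS19 (Entrez 171019) −2.83 (standard error 0.28, edgeR adjusted p = 2.73e-05); the paper lists both for D20+ TGF-β vs D20. FABP3 (Entrez 2170) had 2.91 (standard error 0.39, edgeR adjusted p = 2.40e-04) and ITGB3 (Entrez 3690) −3.17 (standard error 0.28, edgeR adjusted p = 9.78e-06), and the paper names neither. Antisense transcripts overlap A2M and ADAMTS19, and EFCAB13-DT overlaps ITGB3. The responses went from −0.75 at D1 to −4.63 at D20 for A2M, from −1.28 at D1 to −4.11 at D20 for ADAMTS19, from −0.01 at D1 to 2.90 at D20 for FABP3 and from 1.91 at D1 to −1.26 at D20 for ITGB3. MMP1 was also among the 5 with the largest difference. They were called under each of the 22 alternatives that tested them, in the same direction.

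The lists were also tested for the difference of responses. The contractile list was lower at D20, with a median difference of −1.08, 0 of 13 members higher and camera p = 1.68e-24 (fry p = 5.62e-06, estimated correlation p = 0.00274), and 3 of 100 label exchanges gave a p as small, and 1 of 100, the real one, with the common response taken out, so chance can be excluded. The proliferation list had a median difference of 1.29 with 39 of 39 members higher (camera p = 6.54e-21, fry p = 0.00379, estimated correlation p = 0.0712), and 14 of 100 label exchanges gave a p as small, with the common response taken out also 14. The cholesterol synthesis list had one of 0.81 with 21 of 21 higher (camera p = 1.15e-09, fry p = 0.0150, estimated correlation p = 0.151), and 28 of 100 exchanges gave a p as small, with the common response taken out 21, so chance cannot be excluded for either list. The interferon-stimulated list had a median difference of −0.021 with 5 of 14 members higher (camera p = 0.0423, fry p = 0.00565, estimated correlation p = 0.180), and 52 of 100 exchanges gave a p as small, with the common response taken out 29, so chance cannot be excluded. Its camera p was 0.0586 without D1 replicate 3, 0.0627 without D1+ TGF-β replicate 1, 0.0606 without D20 replicate 3, 0.0503 without D20+ TGF-β replicate 1 and 0.125 without D20+ TGF-β replicate 3. For the other lists, camera p with a library left out stayed within 5.87e-27 and 6.82e-20 (contractile), 1.49e-27 and 7.27e-14 (proliferation), and 8.41e-38 and 2.28e-07 (cholesterol synthesis).

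For the contractile list, which was higher with TGF-β at D1 and not at D20, explanations by shared reads and by 1 library were tested. Reads shared among actin paralogs are argued against by the list without ACTA2 and ACTG2, which had a camera p of 6.14e-21 for the difference of responses. D20+ TGF-β replicate 3 alone is argued against by the test without that library, with a camera p of 1.98e-25. The responses went from 2.14 at D1 to −0.19 at D20 for TPM1, from 1.25 to −0.19 for CALD1, from 1.21 to −0.44 for CNN1 and from 0.87 to 0.06 for TAGLN. Other members were not called at D1 and lower at D20, from −0.10 to −2.24 for LMOD1, from −0.54 to −1.09 for MYLK, from 0.25 to −0.72 for MYL9 and from 0.18 to −0.45 for TPM2. An early rise that is not kept through culture may therefore be a candidate for part of the list, but not for these 4 genes. Confluence, passage and the parent flask differ between the days as well and were not tested. The difference also holds the change of the untreated flasks. From D1 to D20 without TGF-β, the list had a median log2 fold change of 0.38, with 11 of 13 members higher (camera adjusted p = 0.0147). With TGF-β the median was −0.84, with 1 of 13 higher (camera adjusted p = 1.00e-10). A higher untreated level at D20 may thus be part of the difference, though the untreated rise was not called with an estimated correlation.

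In the D20+ TGF-β vs D20 comparison, the proliferation, cholesterol synthesis and interferon-stimulated lists of genes changed as a whole, as did the contractile list (camera adjusted p = 0.00116); for proliferation, the paper's Table 2 gives a cell cycle map in this comparison. The proliferation list had a median log2 fold change of 1.19, with 39 of 39 members higher with TGF-β and 27 called, 31 when adjusted over the list alone (camera adjusted p = 3.32e-14). The cholesterol synthesis list had a median of 1.07, with 21 of 21 members higher and 19 called, 20 adjusted over the list alone (camera adjusted p = 9.97e-14). The interferon-stimulated list had a median of −0.54, with 1 of 14 members higher and 8 called lower, 8 adjusted over the list alone (camera adjusted p = 2.10e-06). Under fry the 3 calls held, and with an estimated correlation only that of the interferon-stimulated list did, while the other two had adjusted p = 0.201 and 0.145. Without a composition factor the lists had adjusted p = 5.59e-13, 1.53e-13 and 1.73e-06, which decides nothing, since camera sets a list against the other genes and the factor moves all genes alike. The size of that shift, a median of 0.045 over all genes, argues against library composition as the whole cause, as the list medians were 1.24, 1.12 and −0.50 without the factor, outside the range of the random lists below. Gene length, GC content and expression level are argued against by 10000 random lists matched on these. For each list, none of the random lists had a median as far from 0. The share was thus the smallest that many draws can give, 0.01% with the real list counted in. The medians of the random lists lay between −0.25 and 0.25, −0.45 and 0.32, and −0.38 and 0.37. Other splits of the 6 libraries gave a list p as small in 6, 1 and 1 of 10, the real split included, so these splits cannot exclude chance. The treated flasks may hold more dividing cells, by TGF-β, by density or by their parent flask, and these cannot be told apart in this design.

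Members among those with the smallest p in that comparison are given with log2 fold change, standard error and edgeR adjusted p. For proliferation they were BIRC5 (1.63, standard error 0.18, 9.15e-06), MCM7 (0.89, standard error 0.11, 3.89e-05) and KIF20A (1.29, standard error 0.17, 5.96e-05). For cholesterol synthesis they were INSIG1 (2.07, standard error 0.16, 4.70e-07) and STARD4 (1.27, standard error 0.11, 1.58e-06). Interferon-stimulated members were SAMD9L (−1.21, standard error 0.09, 2.20e-07), PARP9 (−1.09, standard error 0.08, 3.07e-07) and DDX58 (−0.75, standard error 0.08, 1.17e-05). Every treated flask lay on the named side of every untreated flask for each of these 8 genes. Overlapping genes on the opposite strand are AP4M1 for MCM7, BRD8 and CDC23 for KIF20A, STARD4-AS1 for STARD4 and DTX3L for PARP9, and DDX58 is now called RIGI.

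Genes outside those the paper names changed in each comparison, given with log2 fold change and, in parentheses, edgeR adjusted p; in each of them 3 of 3 flasks of one condition lay beyond every flask of the other, which was a condition of the choice and which 10% of genes show by chance. In the D1+ TGF-β vs D1 comparison these were KCNH1 (Entrez 3756) 4.64 (8.73e-09), PLAT (Entrez 5327) −2.59 (0.00125), FZD8 (Entrez 8325) 2.54 (8.98e-08), FAM65C (Entrez 140876) −2.53 (0.00619) and SOCS2 (Entrez 8835) −2.47 (9.15e-04). FAM65C is now called RIPOR3 and is overlapped by RIPOR3-AS1, SOCS2 is overlapped by SOCS2-AS1, and KCNH1 by KCNH1-IT1 on its own strand. For 3 of them D1 replicate 2 stood out, with 1579.6 cpm of PLAT against 449.5 and 361.9 in the other two, 379.4 cpm of FAM65C against 74.92 and 50.64, and 95.99 cpm of SOCS2 against 22.86 and 31.32. The call of PLAT was lost without D1+ TGF-β replicate 2 (adjusted p = 0.0106), in a range of 5.77e-12 to 0.0106 over the 23 alternatives. For PLAT, the log2 fold change was −1.61 without D1 replicate 2. The call of FAM65C was lost with limma-voom on the 12 libraries, limma on the deposited log2 values and only the 6 libraries of the comparison (adjusted p = 0.0270, 0.0193 and 0.0181) and without D1+ TGF-β replicates 1, 2 or 3 (0.0303, 0.0324 and 0.0223) or without D20 replicates 1 or 2 (0.0102 and 0.0103), in a range of 4.42e-06 to 0.0324 over the 23 alternatives. For FAM65C, the log2 fold change was −1.09 without D1 replicate 2. For SOCS2, the log2 fold change was −1.56 without D1 replicate 2.

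In the D20+ TGF-β vs D20 comparison the genes outside the paper were FZD8 (Entrez 8325) 3.27 (1.96e-08), FABP3 (Entrez 2170) 2.90 (4.19e-06), KCNG1 (Entrez 3755) 2.81 (1.26e-06), MIR31HG (Entrez 554202) 2.80 (1.69e-07) and POU2F2 (Entrez 5452) 2.78 (1.65e-06), each with every D20+ TGF-β flask above every D20 flask. MIR31HG overlaps interferon genes, and POU2F2 is overlapped by antisense transcripts. In D20+ TGF-β vs D1+ TGF-β they were PDGFD (Entrez 80310) 4.24 (4.74e-07), CCL2 (Entrez 6347) 3.103 (0.00175), ARHGAP28 (Entrez 79822) 2.82 (2.25e-05), CEBPD (Entrez 1052) 2.74 (3.60e-05) and SOD2 (Entrez 6648) 2.71 (1.19e-04), higher in 3 of 3 D20+ TGF-β flasks. The call of CCL2 was lost with limma-voom on the 12 libraries (adjusted p = 0.0243) and without D1+ TGF-β replicate 2 (0.0113) or without D20+ TGF-β replicate 1 (0.0110), in a range of 5.75e-07 to 0.0243 over the 23 alternatives. CCL2 was 64.82, 35.76 and 5.163 cpm in the 3 D20+ TGF-β flasks, and SOD2, which overlaps WTAP and ACAT2, was 1451, 943.3 and 267.9 cpm. In D20 vs D1 they were MCM10 (Entrez 55388) −3.52 (6.94e-07), CDK1 (Entrez 983) −3.19 (1.40e-07), PDGFD (Entrez 80310) 3.17 (1.76e-07), SLITRK6 (Entrez 84189) 3.15 (2.58e-07) and PBK (Entrez 55872) −3.12 (1.48e-07), with 3 of 3 D20 flasks below or above every D1 flask. PBK overlaps ESCO2 and PDGFD overlaps DDI1 on the opposite strand. Apart from CCL2, PLAT and FAM65C, these genes were called under each alternative that tested them, in the same direction. No explanation of single genes was tested beyond these alternatives.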

How the results depend on the processing

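The settings were fixed before any result was seen, so none of the tests in this part was chosen only afterwards. The counts of genes past both thresholds were within 1.5 times their values under DESeq2, limma-voom on 12 libraries or on 48 lanes, limma on the deposited log2 values, RLE factors, no composition factor, only 6 libraries, thinned counts and unadjusted p. They were larger with more genes tested, 129, 378, 308 and 398 of 20434 genes without a filter and 101, 289, 228 and 330 of 13768 genes with filterByExpr, for D1+ TGF-β vs D1, D20+ TGF-β vs D20, D20+ TGF-β vs D1+ TGF-β and D20 vs D1. Tested against a fold change of 4 itself, a stricter test by construction, they were 4, 13, 3 and 17. With a library left out they ranged over 26 to 39, 58 to 83, 44 to 84 and 130 to 147, and the D20+ TGF-β vs D1+ TGF-β count was 84 without D20+ TGF-β replicate 3.

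The counts at an adjusted p under 0.01 alone were within 1.5 times their values under DESeq2, limma-voom on 12 libraries, limma on the deposited values, both other scalings, both other filters and thinned counts. With the 48 lanes as samples they were 3895, 5154, 5724, 5895 and, for the difference of responses, 3703, of which 1253, 2578, 3256, 3408 and 977 were also called with 12 libraries. D1+ TGF-β vs D1 gave 802 with only the 6 libraries, for which the cause was not tested, and 2205 with unadjusted p, and the difference of responses gave 1987 with unadjusted p, which is less strict by construction. With a library left out the ranges were 619 to 1875, 1795 to 3288, 2275 to 4018, 2470 to 4003 and 549 to 1731, and the lowest and highest for D1+ TGF-β vs D1 were without D1+ TGF-β replicate 2 and D1 replicate 2. The count was 735 without D1+ TGF-β replicate 1. For the difference of responses it was 632 without D1+ TGF-β replicate 1, 623 without D20 replicate 2 and 561 without D20 replicate 3. Where a condition was left with fewer flasks, the spread was pooled over all conditions.

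A binomial interval over genes, which treats them as independent and does not measure the spread between flasks, was set around each share. The shares of genes within a log2 fold change of 1 moved beyond it in most alternatives. In the same order of comparisons they were 82.0, 79.3, 83.5 and 79.8% with DESeq2, 92.2, 88.7, 89.9 and 88.1% with 48 lanes, 69.1, 62.8, 70.0 and 67.7% without a filter, 68.4, 62.9, 69.8 and 67.0% with filterByExpr, and 75.5, 73.8, 78.8 and 74.4% with thinned counts. With only the 6 libraries they were 70.6% for D1+ TGF-β vs D1, 78.9% for D20+ TGF-β vs D20 and 70.1% for D20 vs D1. With a library left out they ranged over 70.9 to 84.4%, 68.6 to 80.5%, 74.4 to 84.2% and 69.8 to 78.2%. Apart from the number of genes and libraries tested, the cause was not tested.

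The list tests were weaker in these cases, given as adjusted p. With an estimated correlation, cholesterol synthesis had 0.589 and interferon-stimulated 0.0898 in D1+ TGF-β vs D1; proliferation 0.201, cholesterol synthesis 0.145 and contractile 0.295 in D20+ TGF-β vs D20; proliferation 0.107, cholesterol synthesis 0.501 and contractile 0.0647 in D20+ TGF-β vs D1+ TGF-β; and cholesterol synthesis 0.635 and contractile 0.440 in D20 vs D1. Under fry, cholesterol synthesis had 0.152 in D1+ TGF-β vs D1 and 0.130 in D20 vs D1, and without a composition factor 0.0555 in the latter. With a library left out, the proliferation list in D1+ TGF-β vs D1 ranged over 0.0417 to 0.887, called without D1 replicate 1 and reversed, with 0.887, without D1 replicate 2. Cholesterol synthesis there ranged over 4.29e-05 to 0.887, the highest without D1 replicate 2. In D20 vs D1 it ranged over 1.22e-09 to 0.246, not called without D1 replicate 1 (0.173), D1 replicate 3 (0.246), D20 replicate 1 (0.0503) or D20+ TGF-β replicate 3 (0.0571), and contractile over 0.00482 to 0.0787, the highest without D1 replicate 2. The other list tests kept their calls with each library left out. The cause was not tested.

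The range of the GAPDH condition means lay between 0.32 and 0.40 with a library left out, and it was no longer called in 5 of these cases, without D1 replicate 1 (0.35), D1 replicate 3 (0.33), D1+ TGF-β replicate 2 (0.36), D20 replicate 1 (0.35) or D20+ TGF-β replicate 2 (0.32). The cause was not tested. The number of libraries nearest to their own condition was 8 on raw counts, 11 on log2 cpm, on the deposited log2 values and on cpm without the mitochondrial genes, and 12 otherwise. Raw counts carry the library size into the distance by construction.

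Replicate numbers did not pair the flasks, since deviations of flasks with 1 number in different conditions had a median correlation of −0.05 over 18 pairs, from −0.22 to 0.32, of which 4 passed 0.1. With the replicate number as a block, the counts were 1072, 2379, 3086, 3229 and 831 at the adjusted p alone and 36, 69, 54 and 135 past both thresholds, and the shares within a log2 fold change of 1 were 75.3% for D1+ TGF-β vs D1, 79.2% for D20+ TGF-β vs D1+ TGF-β and 75.1% for D20 vs D1. Of 171 single gene comparisons, 2 lost their call, LAMA1 in D20+ TGF-β vs D1+ TGF-β (adjusted p = 0.0131) and NR3C1 in D20+ TGF-β vs D20 (0.0125).

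Of the single gene comparisons, 0 lost and 18 gained a call among 164 with 48 lanes, 5 lost and 0 gained among 164 with limma on the deposited values, 6 lost and 2 gained among 166 with only the 6 libraries, and 4 lost and 1 gained among 171 with limma-voom on 12 libraries. Among 171, 0 lost and 6 gained with DESeq2, 2 and 2 without a composition factor, 0 and 4 without a filter, 1 and 0 with filterByExpr, 0 and 1 with RLE factors, and 3 and 0 with thinned counts. Leaving out D1+ TGF-β replicate 2 lost the most calls, 14. Signs reversed in genes that were not called. VIM in D20+ TGF-β vs D20, with 6525 ± 1168 and 6526 ± 203 cpm (edgeR adjusted p = 0.999), had a log2 fold change of 0.014 with DESeq2 or RLE factors, 0.0066 with thinned counts, 0.0090 with only the 6 libraries, 0.045 without a composition factor and 0.017 without a filter, and ranged over −0.16 to 0.082 with a library left out. TIMP1 (−0.25 to 0.045) and ADAMTS1 (−0.28 to 0.071) in D20+ TGF-β vs D1+ TGF-β reversed without D20+ TGF-β replicate 3, and VCL in D1+ TGF-β vs D1 without a composition factor (−0.030) and without D1 replicate 3 (in a range of −0.0095 to 0.092). The cause was not tested. The filter set the genes tested, 9490 of 20434, and 13768 with filterByExpr. Depth limits the calls: with counts thinned to the smallest library and the same 9490 genes tested, 1087, 2304, 2983 and 3059 were called in the 4 comparisons and 833 in the difference of responses, against 1271, 2609, 3307, 3457 and 985.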

Differences from the paper's values

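All 56 log2 fold changes of Tables 1 and 5 to 7 and of the text (VCL) and the 4 counts of genes past both thresholds lay within the limits set for a difference, and all 15 adjusted p of Tables 5 to 7 differed. For D20+ TGF-β vs D20 the paper's adjusted p are 5.22e-26 for CDKN2B (here 1.24e-07); 6.05e-36 for FN1 (here 1.57e-07); 2.50e-24 for LAMA1 (here 3.47e-06). They are 3.49e-27 for MMP1 (here 2.76e-06); 4.33e-31 for LAMA4 (here 5.66e-07); 6.41e-28 for SMAD3 (here 2.22e-06). For the genes of Table 7 in that comparison, the paper's values are 1.42e-27 for ADAMTS1 (here 2.58e-06); 3.29e-13 for DSP (here 5.34e-04); 1.43e-08 for NR3C1 (here 0.00905). For D20+ TGF-β vs D1+ TGF-β the paper's values are 8.38e-15 for CDKN2B (here 1.39e-04); 0.001 for FN1 (here 0.194); 7.28e-09 for LAMA1 (here 0.00796). They are 6.15e-18 for MMP1 (here 1.26e-04); 5.63e-11 for LAMA4 (here 0.00393); 0.006 for SMAD2 (here 0.130). Of the 23 alternatives set before the data were examined, limma-voom with the 48 lanes as samples gave values within the paper's for each of the 15, and the other 22 did not for any. With the 48 lanes as samples the largest gap of the 56 log2 fold changes was 0.00939, and the counts were the paper's 34, 61, 49 and 126, against 37, 67, 54 and 135 here. The paper's methods write of 48 samples, and here the libraries were the samples.

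In the volcano plots of Fig. 3, whose axes run from treated to untreated or from D20 to D1, labelled genes were read by eye, and values here are given in that direction, on the log2 scale. In Fig. 3 the paper's value for D1+ TGF-β vs D1 is about −1.2 for ADAMTS9 (here 2.73) and about −1.3 for IGFBP3 (here −4.04). For D20+ TGF-β vs D20 it is, in Fig. 3, about 3.1 for TXNIP (here 5.27), about −1.7 for POSTN (here −3.32) and about −2.2 for SPOCK1 (here −3.45). For D20 vs D1 Fig. 3 shows about 2.3 for HJURP (here 3.45) and about −2.0 for BMP4 (here −3.27). For D20+ TGF-β vs D1+ TGF-β Fig. 3 shows about 2.5 for RGS4 (here 3.31) and about −3.8 for POSTN (here −2.43). These 9 values differ under each of the 23 alternatives set before the data were examined, and a change to natural logarithms did not bring the series together. The value of TXNIP at D1 did not differ. The log2 fold changes of Table 1 for these genes are the paper's too and lay within the limits.

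From its RNASeq data, the paper states that CSNK2B, ITGB1 and RHEB differ between D20+ TGF-β and D20. Here none was called (edgeR adjusted p = 0.114, 0.368 and 0.223), while the log2 fold changes had the paper's directions (−0.15, 0.09 and 0.15). By real-time PCR on 5 flasks per condition, the paper reports ITGB1 and RHEB as higher with TGF-β and no difference for CSNK2B. With the 48 lanes as samples the 3 genes were called (0.00578, 5.51e-04 and 0.00822). The paper states from its RNASeq data that FN1, RHEB and SMAD2 differ between D20+ TGF-β and D1+ TGF-β. Here none of FN1, RHEB and SMAD2 was called (edgeR adjusted p = 0.194, 0.0499 and 0.130). Its real-time PCR found a difference for FN1 and none for RHEB. With the 48 lanes as samples FN1, RHEB and SMAD2 were called (0.00106, 6.32e-05 and 0.00643), and RHEB also without D20+ TGF-β replicate 3 (0.00597). TIMP1 and SMAD3 were called neither in the paper's RNASeq data nor here in this comparison. By real-time PCR, the paper reports TIMP1 as higher at D20+ TGF-β and no difference for SMAD3.

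The paper states, without naming the assay there, that TIMP1 rose in fibroblasts with TGF-β at D1. Here the log2 fold change of its RNA was 0.14 (edgeR adjusted p = 0.513), without a call under any of the 23 alternatives. The paper relates a fall of SMAD2 after short treatment, named beside earlier work of the authors, to its RNASeq data. Here SMAD2 RNA was higher at D1+ TGF-β, by 0.24 (0.0105). It relates lower SMAD7 protein with TGF-β at both days to the RNASeq data, and here SMAD7 RNA had 0.49 at D1 (0.255) and −0.22 at D20 (0.583). It describes unchanged VCL protein as fitting the RNASeq data, and here VCL fell by 0.69 at D20 (4.22e-06), a fall the paper also reports for its RNASeq data, and had 0.03 at D1. The fall of SMAD3 at D1 (−1.43) has the paper's direction.

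The paper states that GAPDH was stable across time points. Here its condition means differed by up to 0.36 on the log2 scale (edgeR F-test adjusted p = 0.00406). Its SD over the 12 libraries was 0.148, below the median of 0.249 of 30 genes of similar level, itself included. Of these genes, 8 were less variable than GAPDH. In Fig. 2, 1 of the D1 libraries lies with the untreated D20 libraries, and here D1 replicate 2 was nearest to a D20 library on log2 values of the 30 genes and on cpm without the mitochondrial genes, and to a D1 library on cpm of the 30 genes. The legend of Fig. S3 speaks of technical replicates of another number than the 4 lanes per library in the deposited table. The paper's methods name a p-value for the threshold and its results an adjusted one, and the counts match under the adjusted one with 48 lanes as samples.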

Other observations

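Of the tests below, those of a wrong label, of D20+ TGF-β replicate 3 against the D1+ TGF-β state, of D1 replicate 2 against the D20 state, of the mean variance ratio of lanes, and the splits for the starvation stress list were chosen only after the result was seen.

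Entering lanes as samples called more genes. The median ratio of lane variance to counting variance within libraries was 0.815, but counting error alone gives a median of 0.789, so the band around 1 set for it could not have been met and that test decides nothing. The mean ratio, which is 1 under counting error alone, had a median of 1.03 over the libraries, from 1.02 to 1.04, and between flasks of one condition it was between 2.90 and 29.3. With lanes as samples, a median of 580.5 genes was called between 2 flasks of the same condition, from 70 to 4096. The larger counts are consistent with differences between flasks being counted as differences between conditions.

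D20+ TGF-β replicate 3 lay apart from the other two, with correlations of log2 cpm of 0.980 and 0.981 against 0.996 between them. A wrong label is argued against by its highest correlation with a library of another condition, 0.960. Lower depth is argued against by 0.979 at equal depth, against 0.994 for replicates 1 and 2. Weaker TGF-β exposure is argued against by a correlation of −0.0959, across genes, of its deviation with the axis to D20. The deviation ran along the axis to D1+ TGF-β with a correlation of 0.537 and a slope of 0.284 (deviation from replicate 1, axes from replicate 2; with these exchanged, 0.611 along this axis and −0.165 along the axis to D20), so a less advanced change from the D1+ TGF-β state is a candidate explanation, found and tested on the same data.

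D1 replicate 2 had correlations of 0.974 and 0.977 with the other D1 libraries, against 0.989 between these. A wrong label is argued against by 0.962, its highest correlation with a library of another condition. Exposure to TGF-β is argued against by a correlation of 0.194 of its deviation with the axis to D1+ TGF-β, and a partial change toward D20 by 0.0334 with the axis to D20. What sets this flask apart is not explained by these tests.

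TXNIP and ARRDC4, which glucose induces, were both lower with TGF-β. ARRDC4 (Entrez 91947) had a log2 fold change of −3.02 (standard error 0.10, edgeR adjusted p = 3.11e-10) in D20+ TGF-β vs D20, with 3 of 3 treated flasks below the untreated ones, and of −1.03 (standard error 0.10, edgeR adjusted p = 1.12e-05) in D1+ TGF-β vs D1. Glucose depletion of the low-glucose medium would also raise genes of starvation stress. The list of 12 such genes, 11 tested, had a median of 0.73 at D1, with 9 higher and 6 called, and of 0.95 at D20, with 11 of 11 higher and 9 called. Its camera p was 8.94e-08 at D1 and 3.54e-10 at D20, with fry 1.38e-04 and 1.12e-05, and with an estimated correlation 0.0331 and 0.0157. With a library left out camera p stayed within 5.11e-09 and 4.53e-06 at D1 and within 1.33e-12 and 6.79e-09 at D20. Splits of the 6 libraries gave as small a p in 1 of 10 at each day, the real one, and by their number these splits cannot exclude chance. Glucose depletion of the medium may contribute, but such genes respond to other stresses as well, and glucose was not measured in the deposited data.

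The gene for αSMA, ACTA2 (Entrez 59; chromosome 10 from 90694831 to 90751096 on the minus strand), was 183 ± 52.9 cpm at D1, 768 ± 79.4 at D1+ TGF-β, 287 ± 10.1 at D20 and 315 ± 37.4 at D20+ TGF-β. Its log2 fold change was 2.07 (standard error 0.17, edgeR adjusted p = 2.28e-06) in D1+ TGF-β vs D1, 0.13 (standard error 0.17, edgeR adjusted p = 0.554) in D20+ TGF-β vs D20, −1.29 (standard error 0.17, edgeR adjusted p = 4.41e-05) in D20+ TGF-β vs D1+ TGF-β and 0.65 (standard error 0.17, edgeR adjusted p = 0.00531) in D20 vs D1. The flasks overlapped in D20+ TGF-β vs D20 and in none of the other comparisons. The call in D20 vs D1 was lost with only the 6 libraries of the comparison (adjusted p = 0.0159) and without D1 replicate 3 (0.0124) or without D20 replicates 1, 2 or 3 (0.0123, 0.0167 and 0.0202), in a range of 1.23e-10 to 0.0202 over the 23 alternatives. For ACTA2, the log2 fold change was 0.42 without D1 replicate 2. The paper measured αSMA as protein.

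The lists gave these results in the comparisons not given above, with the camera adjusted p and the members called, also adjusted over the list alone. In D1+ TGF-β vs D1, the contractile list had a median log2 fold change of 0.82, 11 of 13 higher, 7 called and 8 adjusted over the list alone (1.30e-14), and the interferon-stimulated list one of −0.30, 3 of 14 higher, 4 called and 5 adjusted over the list alone (0.00101). Cholesterol synthesis had 0.21, 16 of 21 higher, 2 called and 2 adjusted over the list alone (0.0115), and proliferation −0.08, 14 of 39 higher, 2 called and 1 adjusted over the list alone (0.378). Without D1 replicate 2 both of the latter had 0.887, and without D1 replicate 1 proliferation had 0.0417. Under fry and an estimated correlation the contractile call held, that of the interferon-stimulated list under fry only, and that of cholesterol synthesis under neither. In D20+ TGF-β vs D20 the contractile list had −0.19, 4 of 13 higher, 6 called and 6 adjusted over the list alone (0.00116), which held under fry and not with an estimated correlation. Other splits gave as small a p in 8, 10, 1 and 1 of 10 for proliferation, cholesterol synthesis, interferon-stimulated and contractile in D1+ TGF-β vs D1, and in 3 of 10 for contractile in D20+ TGF-β vs D20, so these splits cannot exclude chance.

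In D20+ TGF-β vs D1+ TGF-β, proliferation had a median of −1.13, 0 of 39 higher, 38 called and 39 adjusted over the list alone (4.24e-22), and contractile −0.84, 1 of 13 higher, 10 called and 10 adjusted over the list alone (1.00e-10). Interferon-stimulated had 0.59, 13 of 14 higher, 10 called higher and 1 lower, 11 adjusted over the list alone (1.41e-05), and cholesterol synthesis 0.49, 19 of 21 higher, 9 called and 12 adjusted over the list alone (0.00116). Each held under fry, and only that of the interferon-stimulated list with an estimated correlation. In D20 vs D1, proliferation had −2.51, 0 of 39 higher, 39 called and 39 adjusted over the list alone (6.53e-55), and interferon-stimulated 0.80, 14 of 14 higher, 12 called and 12 adjusted over the list alone (2.56e-09), and both held under fry and with an estimated correlation. Contractile had 0.38, 11 of 13 higher, 7 called higher and 1 lower, 9 adjusted over the list alone (0.0147), held under fry, and had 0.0787 without D1 replicate 2. Cholesterol synthesis had −0.38, 0 of 21 higher, 3 called and 3 adjusted over the list alone (0.0359), held under neither, and had 0.173 without D1 replicate 1, 0.246 without D1 replicate 3, 0.0503 without D20 replicate 1 and 0.0571 without D20+ TGF-β replicate 3. Splits gave as small a p in 1, 6, 1 and 1 of 10 for proliferation, cholesterol synthesis, interferon-stimulated and contractile in D20+ TGF-β vs D1+ TGF-β and in 1, 6, 1 and 6 of 10 in D20 vs D1, so these splits cannot exclude chance. The 10 splits of 3 flasks against 3 cannot give a smaller share than 1 of 10.

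Members among those with the smallest p in these comparisons follow, with log2 fold change and edgeR adjusted p, and without overlap of the 3 flasks of both conditions in any of them. In D1+ TGF-β vs D1 they were STARD4 0.82 (1.77e-04) and INSIG1 0.61 (0.0118); PARP9 −0.92 (1.14e-05), IFIT1 −1.70 (4.73e-04) and PARP14 −0.76 (8.03e-04); and TPM1 2.14 (8.73e-09), TNS1 1.25 (3.16e-07) and CALD1 1.25 (7.64e-07). INSIG1 was called with DESeq2, limma-voom on the 12 libraries, limma-voom with the 48 lanes as samples and no gene filter (adjusted p = 7.94e-04, 0.00900, 4.93e-10 and 0.00190) and without D1 replicates 2 or 3 (0.00283 and 0.00351) or without D20+ TGF-β replicate 3 (0.00747), in a range of 4.93e-10 to 0.0378 over the 23 alternatives. In D20+ TGF-β vs D20 the contractile members were LMOD1 −2.24 (4.77e-09), MYL9 −0.72 (2.30e-05) and MYLK −1.09 (6.86e-05). In D20+ TGF-β vs D1+ TGF-β they were DTL −1.98 (2.34e-06), CLSPN −2.10 (2.36e-06) and CDC6 −1.82 (7.24e-06); INSIG1 1.14 (6.51e-05), LSS 1.14 (5.08e-04) and HSD17B7 0.76 (5.34e-04); PARP9 1.12 (1.74e-06), IFIT1 2.64 (4.91e-06) and PARP14 1.04 (2.94e-05); and TPM1 −1.82 (6.36e-08), SMTN −1.47 (2.13e-06) and TNS1 −0.94 (2.73e-06). In D20 vs D1 they were TYMS −1.56 (6.31e-08), BIRC5 −2.72 (8.81e-08) and DTL −3.09 (9.07e-08); EBP −1.13 (1.15e-04) and FDPS −0.75 (0.00263); PARP9 1.28 (9.91e-08), SAMD9L 1.08 (4.64e-07) and IFIT1 2.47 (5.07e-07); and LMOD1 1.31 (2.86e-07), SMTN −1.25 (2.46e-06) and CALD1 0.68 (4.37e-05). FDPS was not called with only the 6 libraries (0.0105) or without D1 replicate 1 (0.0154), D1 replicate 3 (0.0149), D20 replicate 1 (0.0138) or D20 replicate 3 (0.0104). Over the 23 alternatives the adjusted p of FDPS lay between 7.04e-09 and 0.0154. Overlapping genes on the opposite strand are LIPA for IFIT1, INTS7 for DTL, ENOSF1 for TYMS, RUSC1-AS1 for FDPS, DLGAP4-AS1 for MYL9, and antisense transcripts for TPM1, TNS1 and MYLK.

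The counts of genes called in the 4 comparisons, with and without the fold threshold, were as large in 1 of 10 splits of the 6 libraries each, the real split itself, and by their number these splits cannot exclude chance. The comparisons of D20 with D1 also differ in passage and in confluence, which the paper's methods give as complete at D1 and nearly so at D20, so that time, passage and density cannot be told apart.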
